# Lag3 and PD-1 pathways preferentially regulate NFAT-dependent TCR signalling programmes during early CD4^+^ T cell activation

**DOI:** 10.1093/immadv/ltaf015

**Published:** 2025-03-28

**Authors:** Lozan Sheriff, Alastair Copland, David A J Lecky, Reygn Done, Lorna S George, Emma K Jennings, Sophie Rouvray, Thomas A E Elliot, Elizabeth S Jinks, Lalit Pallan, David Bending

**Keywords:** Lag3, PD-1, TCR signaling, NFAT, CD4+ T cells, tolerance

## Abstract

**Introduction:**

Lag3 and PD-1 are immune checkpoints that regulate T cell responses and are current immunotherapy targets. Yet how they function to control early stages of CD4^+^ T cell activation remains unclear.

**Methods:**

Here, we show that the PD-1 and Lag3 pathways exhibit layered control of the early CD4^+^ T cell activation process, with the effects of Lag3 more pronounced in the presence of PD-1 pathway co-blockade (CB). RNA sequencing revealed that CB drove an early NFAT-dependent transcriptional profile, including promotion of ICOS^hi^ T follicular helper cell differentiation.

**Results:**

NFAT pathway inhibition abolished CB-induced upregulation of NFAT-dependent co-receptors ICOS and OX40, whilst unaffecting the NFAT-independent gene *Nr4a1*. Mechanistically, Lag3 and PD-1 pathways functioned additively to regulate the duration of T cell receptor signals during CD4^+^ T cell re-activation. Phenotypic changes in peripheral blood CD4^+^ T cells in humans on anti-Lag3 and anti-PD-1 combination therapy revealed upregulation of genes encoding ICOS and OX40 on distinct CD4^+^ T cell subsets, highlighting the potential translational relevance of our findings.

**Conclusion:**

Our data therefore reveal that PD-1 and Lag3 pathways converge to additively regulate TCR signal duration and may preferentially control NFAT-dependent transcriptional activity during early CD4^+^ T cell re-activation.

## Introduction

Canonical T cell activation is initiated by the binding of the T cell receptor (TCR) to peptide-loaded major histocompatibility complexes (MHC). The integration of signals from co-stimulatory and co-inhibitory molecules fine-tunes this process [1] and can alter the threshold for T cell activation [2]. Understanding how T cell activation thresholds are modulated has fundamental implications for the treatment of T cell-mediated diseases and the exploitation of T cell-modulating immunotherapies.

The immune checkpoints programmed cell death protein 1 (PD-1), cytotoxic T lymphocyte antigen 4 (CTLA-4) and lymphocyte activation gene 3 (Lag3), have been identified as critical regulators of T cell activation [3–5]. All three molecules (and for PD-1 also its ligand PD-L1 [6]), are current approved targets for cancer immunotherapy [7, 8]. Each of these checkpoints is thought to exhibit distinct functions on T cells. PD-1 contains immunoreceptor tyrosine-based inhibitory motifs (ITIMs) that allow it to recruit Src homology-2 domain-containing protein tyrosine phosphatase-2 (SHP-2) [9] phosphatases to target the TCR [10] and CD28 [11]. CTLA-4 acts on the CD28 pathway and competes with CD28 for binding to the costimulatory molecules CD80/ CD86 [12–14] and therefore regulates T cell co-stimulation [15]. Lag3, a CD4 structural homologue [16], binds MHC class II [17] and is an important regulator of T cell activation and expansion [5]. Indeed, increasing evidence highlights the importance of CD4^+^ T cell tumour surveillance and control through recognition on peptide MHC II complexes [18]. In addition, CD4 T cells are also essential for shaping and enhancing the anti-tumour cytotoxic CD8 response [19, 20].

We recently developed an accelerated adaptive tolerance model that can evaluate the effects of immune checkpoints on CD4^+^ T cell activation *in vivo* [2, 21]. Using this model, we showed that PD-1 acts as a rheostat to control the threshold for T cell activation. Its blockade leads to an enhanced TCR signal strength and the upregulation of co-stimulatory molecules, such as ICOS and OX40 [2]. Importantly, we found that the co-inhibitory receptor Lag3 was strongly up-regulated in these tolerogenic CD4 T cells, and so we questioned what effect this pathway would have on T cell function in the context of PD-1 pathway blockade.

To investigate how Lag3 may regulate CD4^+^ T cells in the context of PD-1 pathway blockade, we exploited the Tg4 TCR transgenic model, which is specific for myelin basic protein (MBP) peptide. MBP contains a lysine (K) at position 4, which exhibits unstable MHC binding to the I-A^U^ class II molecule [22, 23]. Substituting for a tyrosine (Y) generates an affinity for I-A^U^, which leads to highly stable peptide/MHC II complexes [22, 24], which are potently recognized by the Tg4 transgenic TCR. Given that Lag3 has a preferential function for targeting stable peptide/MHC II complexes [25, 26], we were interested to further understand its role in the context of PD-1/PD-L1 pathway blockade during longer periods of immune activation with [4Y]-MBP.

In this study, we reveal that PD-1 and Lag3 pathways exhibit layered and time-dependent control of CD4^+^ T cell activation. By additively regulating the duration of TCR signalling, the two pathways converge to principally regulate NFAT-dependent distal TCR signalling programmes in CD4^+^ T cells.

## Results

### PD-1 and Lag3 exhibit layered control of early CD4^+^ T cell re-activation

To understand the kinetic relationship between PD-1 and Lag3 expression we analysed a previous RNA-seq time course that investigated the temporal dynamics of gene expression in Tg4 T cells undergoing strong or weak TCR signalling (Fig. 1A). These data revealed that the gene encoding PD-1 (*Pdcd1*) was similarly primed by weak or strong TCR signals, behaving largely like an activation marker. In contrast, *Lag3* required higher TCR signal strengths and its peak activation was delayed compared to *Pdcd1* (Fig. 1A and B). In addition, blockade of PD-1 signalling (through anti-PD-L1) led to increased expression of Lag3 on CD4^+^ T cells (Fig. 1C). These data led us to hypothesize that Lag-3 and PD-1 may exert layered control of early CD4^+^ T cell re-activation *in vivo*.

**Figure 1.**
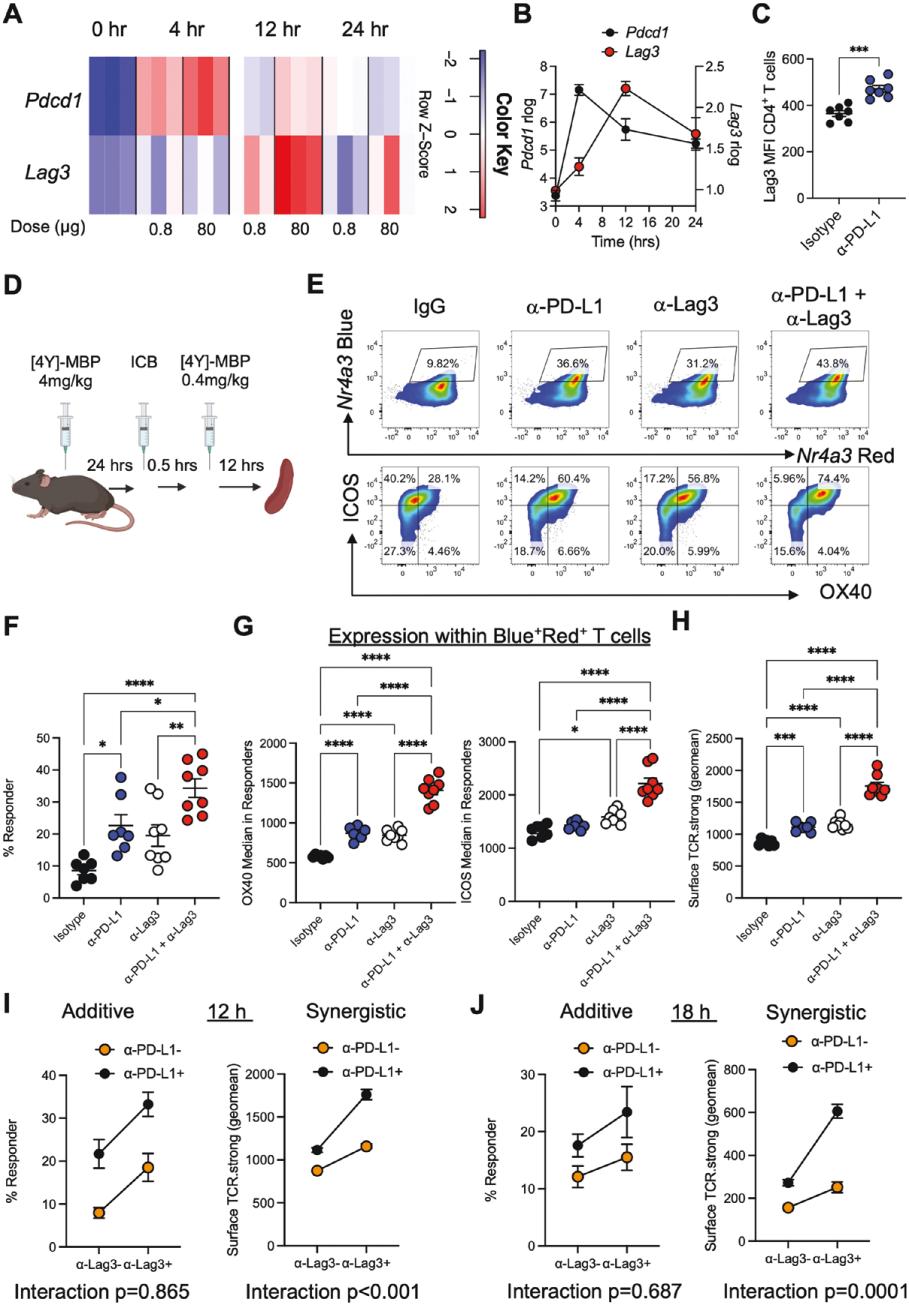
PD-1 and Lag3 exhibit layered control of early CD4^+^ T cell activation. Tg4 TCR transgenic mice were immunized with low (0.8 μg; weak) or high (80 μg; strong) amounts of antigen [4Y]-Myelin basic protein (MBP) peptide s.c. in PBS and then splenic CD4^+^ T cells were analysed by RNA-seq at 0, 4, 12, and 24 h post-immunization for *Pdcd1* (PD-1) and *Lag3* expression GEO: GSE165817 (**A**). (**B**) Summary of (**A**) for strongly signalled CD4^+^ T cells. (**C**) Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y] MBP. 24 h later mice were randomized to receive either 0.5 mg isotype or anti-PD-L1 30 min prior to re-challenge with 0.4 mg/kg [4Y] MBP peptide. Splenic CD4^+^ T cells were analysed for Lag3 expression 12 h after peptide re-challenge. (**D**) Experimental setup and interpretation for part (**E**). Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y] MBP. Twenty-four hours later, mice were randomized to receive either 0.5 mg isotype pool (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3, or anti-PD-L1 or a combination of both 30 min prior to re-challenge with 0.4 mg/kg [4Y] MBP peptide. Splenic CD4^+^ T cells were analysed for *Nr4a3*-Blue versus *Nr4a3*-Red analysis at 12 h after peptide re-challenge. Flow plots showing expression of OX40 and ICOS within CD4^+^ T cells. (**F**) Summary data from (B) detailing percentage of responders after 12 h re-challenge. (**G**) and Summary data from (B) detailing MFI (median fluorescence intensity) of OX40 and ICOS within responding CD4^+^ T cells after 12 h re-challenge. (**H**) Summary data detailing geometric mean of ICOS and OX40 (surface TCR.strong) after 12 h re-challenge. (**F**)-(**H**) Isotype (*n* = 7), anti-Lag3 (*n* = 7), or anti-PD1 (*n* =8) or combination therapy (*n* = 8). Bars represent mean ± SEM, dots represent individual mice. Statistical analysis by one-way ANOVA with Tukey’s multiple comparisons test. Two-way anova to test the interaction effects of percentage responders and geometric mean of surface TCR.strong between αLag3 and αPD-L1 at (**I**) 12 h (IgG *n* = 7, anti-PD-L1 = 7, anti-Lag3 = 8, and combination *n* = 8) or 18 h (**J**) post re-challenge (IgG *n* = 4, anti-PD-L1 = 5, anti-Lag3 = 5, and combination *n* = 5).

Given the potential feedback control of Lag3 by PD-1 pathway blockade, we wanted to further understand how Lag3 and PD-1 signalling interact to control CD4^+^ T cell activation. To further investigate the effects of co-blockade (CB) of Lag3 and PD-L1 *in vivo*, we therefore utilized an accelerated adaptive tolerance model [2, 21] to test CB potency effects following T cell reactivation (Fig. 1D). In this model [27], a single high dose of [4Y]-MBP induces transient TCR signalling *in vivo* and upregulation of multiple immune checkpoints, including PD-1 and Lag3, thereby allowing an assessment of their functions [2]. A secondary immunization subsequently allows a dissection of the roles that Lag3 and PD-L1 play in the activation thresholds for CD4^+^ T cells. In this study, we employed an NFAT-dependent reporter gene *Nr4a3* [28] to study T cell activation. *Nr4a3* activates in a switch like fashion following TCR signalling [2], allowing us to identify T cells that have recently activated the NFAT pathway in vivo.

CB significantly enhanced *Nr4a3*-Red^+^*Nr4a3*-Blue^+^ (i.e. cells that have persistent activity of the NFAT-*Nr4a3* pathway [28] and henceforth referred to as “responder” cells; mean = 33.3%) compared to isotype control (mean=7.9%) and single agent anti-PD-L1 (mean = 21.7%) or anti-Lag3 (mean = 18.5%) treatment (Fig. 1E and 1F). We have previously identified ICOS and OX40 as markers of PD-1 response in CD4^+^ T cells [2], so we were interested to further understand their regulation in the context of CB. Analysis of ICOS and OX40 expression within responder cells (to normalize for differences in the frequency of T cell activation *in vivo*, Supplementary Fig. 1) revealed a strikingly large increase in CD4^+^ T cell surface expression of ICOS and OX40 in CB-recipient mice compared to IgG or single agent-treated mice (Fig. 1G, Supplementary Fig. 1). We generated a surface protein metric called surface TCR.strong based on the geometric mean of OX40 and ICOS MFI (Supplementary Fig. 2), the transcripts of which we have previously reported to be enriched in melanoma patient responders to Nivolumab [2]. Analysis of surface TCR.strong expression suggested that CB was exerting synergistic effects on the levels of OX40 and ICOS compared to individual treatments (Fig. 1H). To further explore the effects of Lag3 and PD-L1 CB on responder and surface TCR.strong metrics, we performed statistical testing to determine whether any interaction (i.e. potential synergy) existed between the treatments (Fig. 1I). The effect of CB was additive for the responder population (parallel lines, *P* value for interaction = .865, ns); however, for the surface TCR.strong metric, a significant interaction was detected, highlighting a synergistic effect on ICOS and OX40 expression. As the analysis was performed on only responder populations, this effect is not driven by differential activation states in response to the different treatment regimes. These findings were also seen at a later time point (18 h) post-secondary stimulation in independent experiments (Fig. 1J). These synergistic changes were also detected when ICOS and OX40 were analysed as separate markers (Supplementary Fig. 3). In summary, these data reveal that CB of Lag3 and PD-L1 drives additive increases in the proportion of CD4^+^ T cells that re-activate as well as synergistic increases in markers linked to strong TCR signalling *in vivo*.

### PD-1 and Lag3 pathway blockade enhances NFAT-dependent TCR transcriptional programmes

To gain an unbiased overview of phenotypic changes in CD4^+^ T cells in response to CB, we repeated the experiments performed in Fig. 1D, but this time used FACS to isolate responder cell populations before performing 3′ mRNA sequencing (Fig. 2A and 2B). 

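Splenic CD4+ T cells were sorted from 12 Tg4 *Nr4a3*-Tocky *Il10*-GFP mice, 3 in each of 4 groups, and each mouse gave 1 sequencing library. In these mice a Timer protein is made when *Nr4a3* is transcribed, and its blue form matures into a red form, so that cells with both forms are the responders. All mice received 4 mg/kg of [4Y]-MBP peptide, the antibodies 24 h later and 0.4 mg/kg of peptide 30 min after the antibodies, and spleens were taken after a further 12 h. The groups received the isotype pool, anti-Lag3, anti-PD-L1 or the combination of both antibodies (CB). Libraries were made from the 3′ end of the mRNA without molecular identifiers. The authors deposited the number of uniquely mapped reads counted on each gene, without normalization, and a table of rlog values, which are log2 values of counts scaled by DESeq2's size factors and shrunken where counts are low. Reads counted on mouse genes were between 16449370 and 18930284 (median 18755010) per sample in the isotype group. They were between 18711007 and 19476710 (median 19422594) in the anti-Lag3 group, between 17489767 and 22151025 (median 17992946) in the anti-PD-L1 group and between 20190254 and 22010631 (median 20468115) in the CB group. Spike-in transcripts took 0.719% to 1.29% of the counts and were left out. A single gene without a symbol, ENSMUSG00000119584, took 14.3% to 21.9% of the counts on genes. Genes with at least 30 reads summed over the 12 samples were tested, which left 15138 genes. Counts were scaled by edgeR's TMM method, 1 model with 4 group means was fitted to all samples, and genes with an adjusted p under 0.05 after Benjamini-Hochberg adjustment are called differentially expressed below. A count of 0 in a sample allows up to 3 reads. Reads made by PCR are not independent molecules, so this limit covers counting error only. Normalized counts are given as CPM, edgeR's counts scaled by the TMM-adjusted library size, with their SD over 3 mice.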

Isolating the responders alone (i.e. Timer^+^ cells) allowed us to normalize for different levels of activation between groups and to home-in on the qualitative changes induced by these treatments. 

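Principal components were computed from the 500 rlog values with the largest variance over the 12 samples. PC1 held 42.6% of their variance and PC2 28.3%. The share of PC1 was 25.8% with all rlog values in place of the 500 and 15.6% with log2 CPM in place of rlog. On PC1 the isotype group lay at -4.44 ± 1.34 (mean ± SD, n = 3 mice) and the CB group at 5.43 ± 1.13 (n = 3). The anti-Lag3 group, at -1.13 ± 0.326, and the anti-PD-L1 group, at 0.145 ± 0.669, lay between them. No sample of any group overlapped with another group on PC1 (two-sided exact permutation test, p = 0.1 for each of the 6 pairs of groups, the smallest p that 3 mice against 3 allow). In the plane of PC1 and PC2 the centres of the CB and isotype groups were 9.89 apart, the longest distance between any pair, and those of the groups with a single antibody were the closest pair. PC2 separated the 4 samples with the number 1 in their names from the other 8. The samples numbered 1 lay between -4.91 and -2.87, those numbered 2 between -1.13 and 2.51, and those numbered 3 between 0.477 and 3.46. Whether these numbers stand for the batches of the sort is not stated in the paper's text, and each number holds 1 sample of each group. *Xist* (0.722) and the Y-linked *Ddx3y* (-0.303) and *Eif2s3y* (-0.141) had the largest loadings on PC2. All samples numbered 1 had Y-linked transcripts, as did isotype sample 2, so a batch alone does not account for PC2.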

Principal component analysis (PCA) showed that the treatments were largely separated by PC1 (main biological variation), with CB-recipient mice the most distant from isotype and anti-Lag3 and anti-PD-L1-treated mice clustering close together (Fig. 2C), with PC2 largely reflecting the batch sorting effects on the cells. Analysis of DEGs revealed that Lag3 and PD-L1 co-regulated genes associated with strong TCR signalling (*Icos, Tnfrsf4, Il21, Tnfrsf9, Maf, Irf8* [2]), but the DEG showing the highest log fold-change was the chemokine receptor *Ccr6* (Supplementary Table 1, Fig. 2D). In addition, there were notable upregulated genes involved in glycolysis/metabolism (*Aldoa, Hk2, Hif1a*), NF-kB regulator gene *Bcl3,* and genes involved in ribosome biogenesis (*Gnl3, Wdr43*). 

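The 6 genes named with strong TCR signalling had higher normalized counts in every CB sample than in every isotype sample. *Irf8* (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694 of GRCm38) rose from 64.9 ± 6.42 CPM in the isotype group to 141 ± 34.4 in the CB group, a log2 fold change of 1.11 (standard error 0.16, adjusted p = 6.84e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il21* (ENSMUSG00000027718, chromosome 3 from 37222759 to 37232636) rose by 2.16 on the same scale (standard error 0.42, adjusted p = 0.00203, same test), from 8.04 ± 6.18 to 36.0 ± 2.24 CPM. The log2 fold changes of the other 4 were 0.95 for *Tnfrsf4*, 0.92 for *Tnfrsf9*, 0.68 for *Icos* and 0.66 for *Maf*, with adjusted p-values from 1.15e-04 to 0.00363 in the same test. The annotated span of *Tnfrsf9* overlaps that of *Camta1* on the opposite strand, and the strand used in the counting is not stated. Whether their reads overlap is not known. Among the 6, *Icos* also differed between CB and anti-PD-L1 (adjusted p = 0.0204, same test) and *Irf8* between CB and anti-Lag3 (adjusted p = 0.00907, same test). Against isotype, none of them was called with either antibody alone. All 6 calls between CB and isotype held in each of the 12 fits that left out 1 sample. With DESeq2's Wald test against a log2 fold change of 0.2, with or without an s value, the call of *Maf* was lost. *Ccr6* (ENSMUSG00000040899, chromosome 17 from 8236043 to 8257141) rose from 2.89 ± 2.30 CPM to 35.7 ± 4.72, a log2 fold change of 3.62 (standard error 0.45, adjusted p = 1.66e-05, same test). This was position 6 among the 353 genes called higher in CB. The 5 genes above it, *Gm45873*, *Hist4h4*, *Gm15491*, *BC051019* and *Cttn*, had no read in any isotype sample and a mean count under 30, so no fold change is given. Against 3 reads per isotype sample, the mean of the CB group was 14.1-fold, 12.3-fold, 9.94-fold, 9.45-fold and 8.89-fold higher. The spread between mice is left out of these values, and *Gm15491* had 1, 61 and 43 reads in the CB samples. Without any one of the isotype samples, none of these 5 was called. Among the 348 called genes with a mean count of at least 30, *Ccr6* had position 1. Across the fits that left out 1 sample its log2 fold change was 3.21 to 4.48 and its position 2 to 9.

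**Figure D1:**
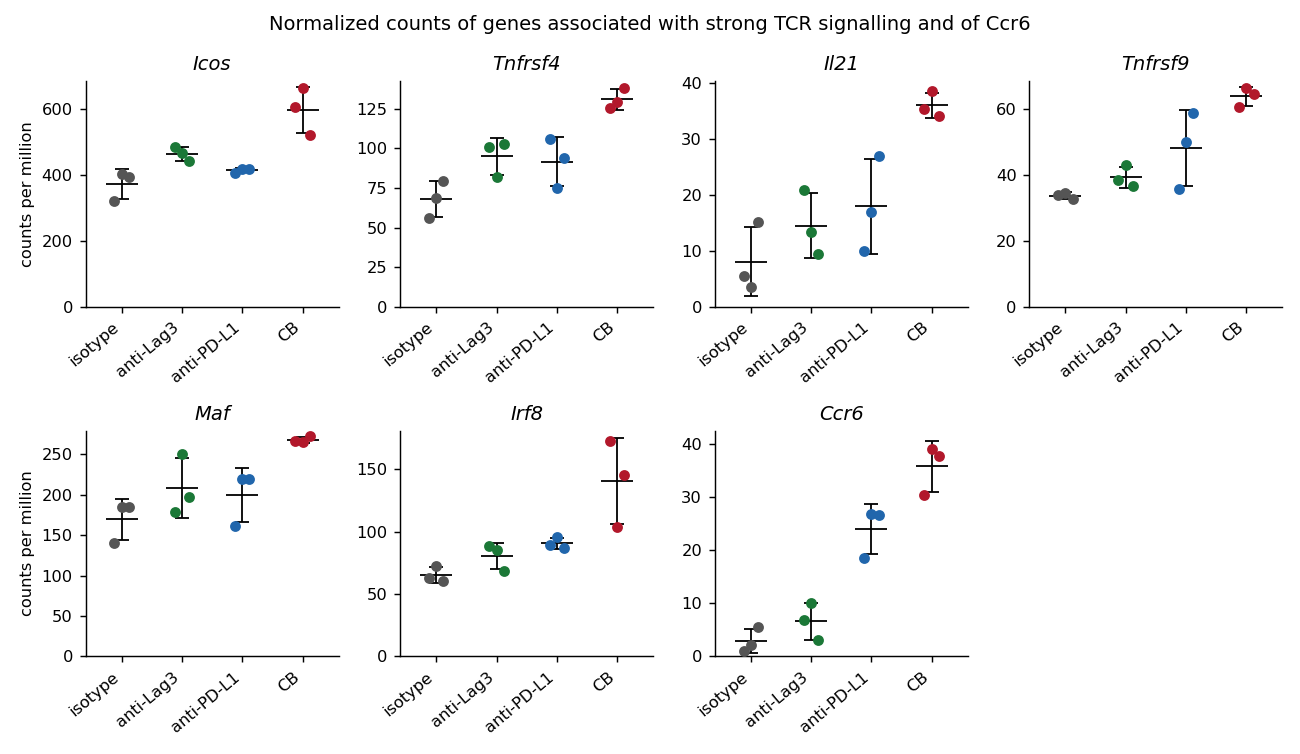
Normalized counts (CPM, linear axes from 0) of 7 genes in the 4 groups. Points are single mice, horizontal bars the mean and error bars the SD over 3 mice. The 3 CB mice lie above the 3 isotype mice for every gene, and *Ccr6* in the anti-PD-L1 group lies at 24.0 ± 4.71 CPM.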

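Among these genes, *Gnl3* (ENSMUSG00000042354, chromosome 14 from 31012433 to 31019152 of GRCm38) had the largest change, from 47.2 ± 9.05 CPM in the isotype group to 123 ± 13.2 in the CB group (log2 fold change 1.38, standard error 0.17, adjusted p = 1.67e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pbrm1*, which overlaps *Gnl3* on the opposite strand, had 64897 reads over all samples against 17296 for *Gnl3*. *Wdr43* (ENSMUSG00000041057, chromosome 17 from 71615895 to 71659031) rose by 1.01 (standard error 0.11, adjusted p = 3.73e-06, same test), from 186 ± 21.3 to 373 ± 41.9 CPM. *Gnl3*, *Wdr43* and *Hk2* were also called against both single antibodies. *Hk2* (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) rose by 1.08 (standard error 0.21, adjusted p = 0.00203, same test). *Aldoa* (ENSMUSG00000030695, chromosome 7 from 126795234 to 126800751) rose from 558 ± 34.7 to 757 ± 23.4 CPM, a log2 fold change of 0.44. The annotation also holds another gene of that symbol, with which reads of *Aldoa* could be shared. *Hif1a* (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) rose by 0.51 (adjusted p = 0.00759, same test), and this call was lost without CB sample 3 and under tests against a log2 fold change of 0.2. *Bcl3* (ENSMUSG00000053175, chromosome 7 from 19808462 to 19822770) rose by 0.77 (standard error 0.17), and its call was lost without isotype sample 1 and with DESeq2's test against 0.2, as was that of *Aldoa* with the latter. Lists of genes written before the data were examined were tested with fry, a rotation test, with Benjamini-Hochberg adjustment over 13 lists. The paper had named glycolysis and ribosome biogenesis from these same samples, and the glycolysis list holds its *Hk2* and *Aldoa*. The tests of both themes may therefore not be independent evidence. Of 33 ribosome biogenesis genes, 30 were higher in CB, with a median log2 fold change of 0.55 (adjusted p = 4.51e-05), and 13 were called (20 when adjusted over the list alone). Of 18 glycolysis genes 13 were higher, with a median of 0.26 (adjusted p = 0.0195), and 4 were called (6 when adjusted over the list alone). The mean over these genes lay above every isotype sample in 2 CB samples but not in CB sample 3. The list of glycolysis genes was past the threshold in 8 of the 12 fits that left out 1 sample and not in the test camera with an estimated correlation between genes (adjusted p = 0.122; 6.54e-04 to 0.122 over all alternatives). The median of 81 genes of cytosolic ribosomal proteins was 0.04 (adjusted p = 0.519).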

Downregulated genes included the Th2-associated *Gata3,* as well as integrins *Itga4, Itga6* and also genes involved in lymphoid tissue retention (*Sell*, *S1pr1*) (Fig. 2E). 

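*S1pr1* (ENSMUSG00000045092, chromosome 3 from 115710433 to 115715072 of GRCm38) had 129 ± 10.7 CPM in the isotype group and 48.3 ± 14.7 in the CB group, a log2 fold change of -1.41 (standard error 0.17, adjusted p = 1.03e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gata3* (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) went from 105 ± 7.92 to 54.2 ± 14.8 CPM (-0.95, standard error 0.17, adjusted p = 8.42e-04, same test). The integrin genes *Itga6* (ENSMUSG00000027111, chromosome 2 from 71745616 to 71858416) and *Itga4* (ENSMUSG00000027009, chromosome 2 from 79255426 to 79333123) changed by -0.90 and -0.89 (standard errors 0.15 and 0.16). For each of these 4 genes every CB sample lay below every isotype sample, and the call held in all 12 fits that left out 1 sample and under the 9 other alternatives set before the data were examined. Against anti-Lag3 alone *S1pr1*, *Itga4* and *Itga6* were lower in CB, with adjusted p-values from 0.00144 to 0.0187 in the same test. Against anti-PD-L1 alone none of the 4 was called, the nearest being *Gata3* with a log2 fold change of -0.63 (adjusted p = 0.109, same test). *Gata3* was called in neither of these comparisons.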

As we have observed previously [2] in strongly signalling CD4^+^ T cells, genes encoding molecules involved in TCR signalling were also downregulated (*Cd4, Rasgrp2*). 

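*Rasgrp2* (ENSMUSG00000032946, chromosome 19 from 6399340 to 6415216 of GRCm38) went from 382 ± 20.0 CPM in the isotype group to 174 ± 30.1 in the CB group, a log2 fold change of -1.14 (standard error 0.12, adjusted p = 1.85e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also lower in CB than with anti-PD-L1 alone (-0.84) and with anti-Lag3 alone (-0.94), with adjusted p-values of 0.00141 and 1.26e-04 in the same test. *Cd4* (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) went from 302 ± 22.0 to 213 ± 10.5 CPM (-0.50, standard error 0.12, adjusted p = 0.00918, same test). The call of *Cd4* was lost without isotype sample 2, without CB sample 3 and under tests against a log2 fold change of 0.2, while its log2 fold change stayed between -0.57 and -0.47 over the 12 fits that left out 1 sample.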

Having noticed a reduction in Gata3 (Th2 master transcription factor), we curated an analysis of genes associated with different T helper subsets (Fig. 2F). Visualization revealed a clear footprint for Tfh cells (notable differences for *Il21, Icos,* and *Maf*) and Th17-associated markers (although *Il17a* and *Il17f* transcripts were not detectable), including *Ccr6*, which was also elevated in anti-PD-L1 treated mice (Fig. 2F). 

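The 6 genes of the Tfh set in Fig. 2F (*Il21*, *Icos*, *Bcl6*, *Cxcr5*, *Pdcd1* and *Maf*) had a median log2 fold change between CB and isotype of 0.53 (fry, adjusted p = 0.00517), and each had a fold change above 0. *Il21*, *Icos* and *Maf* were called, also when adjusted over the list alone. *Bcl6* (0.40, standard error 0.29) and *Cxcr5* (0.06, standard error 0.21) were not, and the annotated span of *Cxcr5* overlaps that of *Bcl9l* on the opposite strand. The study curated this set after it had noticed the lower *Gata3* in the same samples, so the test over it may not be independent evidence. Of the genes shown for Th17 cells, *Rora* rose by 0.65 (standard error 0.23, adjusted p = 0.134, edgeR's quasi-likelihood test) and was not called. *Ccr6* was higher with anti-PD-L1 alone than in the isotype group, by 3.05 on the log2 scale (standard error 0.45, adjusted p = 0.00425, edgeR's quasi-likelihood test), in 3 of 3 mice. This call was lost without isotype sample 2. The difference between CB and anti-PD-L1 was 0.58 (standard error 0.40, adjusted p = 0.656, same test), and with anti-Lag3 alone *Ccr6* differed from isotype by 1.19 (adjusted p = 0.805, same test). *Il17a* had 74 reads over the 12 samples: 31 in CB sample 2, 15 in CB sample 3, 18 in anti-PD-L1 sample 2 and 10 in anti-Lag3 sample 3. None was found among 54134664 reads of the isotype group, which allows up to 0.0554 CPM. *Il17f* had 23 reads, 19 of them in isotype sample 3, and was under the filter and not tested. No difference in *Il17a* between CB and isotype was detectable at this depth (adjusted p = 0.359, same test).

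**Figure D2:**
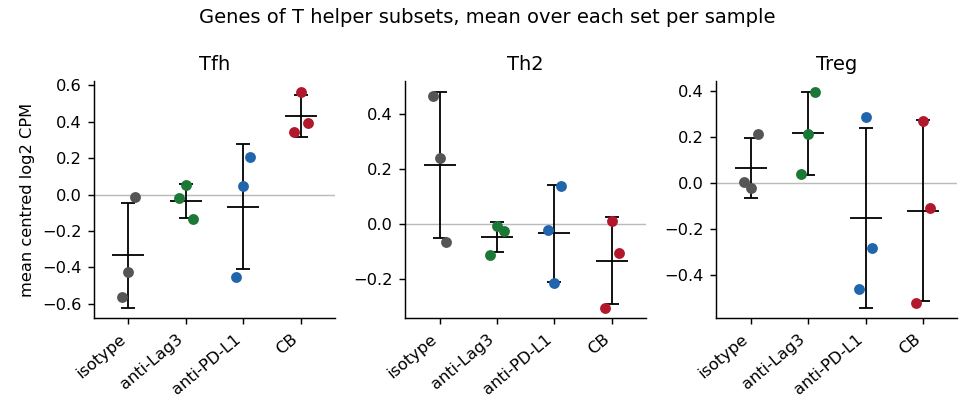
Mean over the genes of the Tfh, Th2 and Treg sets in Fig. 2F of log2 CPM, centred on each gene's mean over the 12 samples. Points are single mice, horizontal bars the mean and error bars the SD over 3 mice. In the Tfh set the 3 CB mice lie above the 3 isotype mice, at 0.433 ± 0.117.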

Th1-, Th2-, and Treg-associated transcripts were less pronounced after CB treatment, albeit with clear variation in expression, reflecting low transcript abundance for many of these genes.

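Of the genes shown for Th1 cells in Fig. 2F, *Itga4* was called lower in CB, and *Tbx21* and *Cxcr3* were not called. In the Th2 set (*Gata3*, *Cxcr4*, *Stat6* and *Il4ra*) the median log2 fold change between CB and isotype was -0.26 (fry, adjusted p = 0.0449), and *Gata3* alone was called. With the sample numbers as a block the set was not past the threshold. This set was past the threshold in 4 of the 12 fits that left out 1 sample, and its median was -0.14 without isotype sample 1, -0.43 without isotype sample 3 and -0.16 without CB sample 1. In the Treg set (*Foxp3*, *Il10* and *Ctla4*) the median was 0.30 (fry, adjusted p = 0.698), with *Il10* and *Ctla4* higher, *Foxp3* lower and none called. It was 0.06 without CB sample 2 and 0.48 without isotype sample 3. *Foxp3* had 609 reads over the 12 samples, at 4.28 ± 1.93 CPM in the isotype group and 1.62 ± 0.288 in the CB group. The annotated span of *Foxp3* overlaps that of *Ccdc22*, and the span of *Stat6* overlaps that of *Nab2*, on the opposite strand. *Cxcr3*, *Tbx21*, *Cxcr4* and *Stat6* had log2 fold changes between -0.08 and 0.21, and each of these 4 changed sign in at least 1 of the fits that left out 1 sample.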

**Figure 2.**
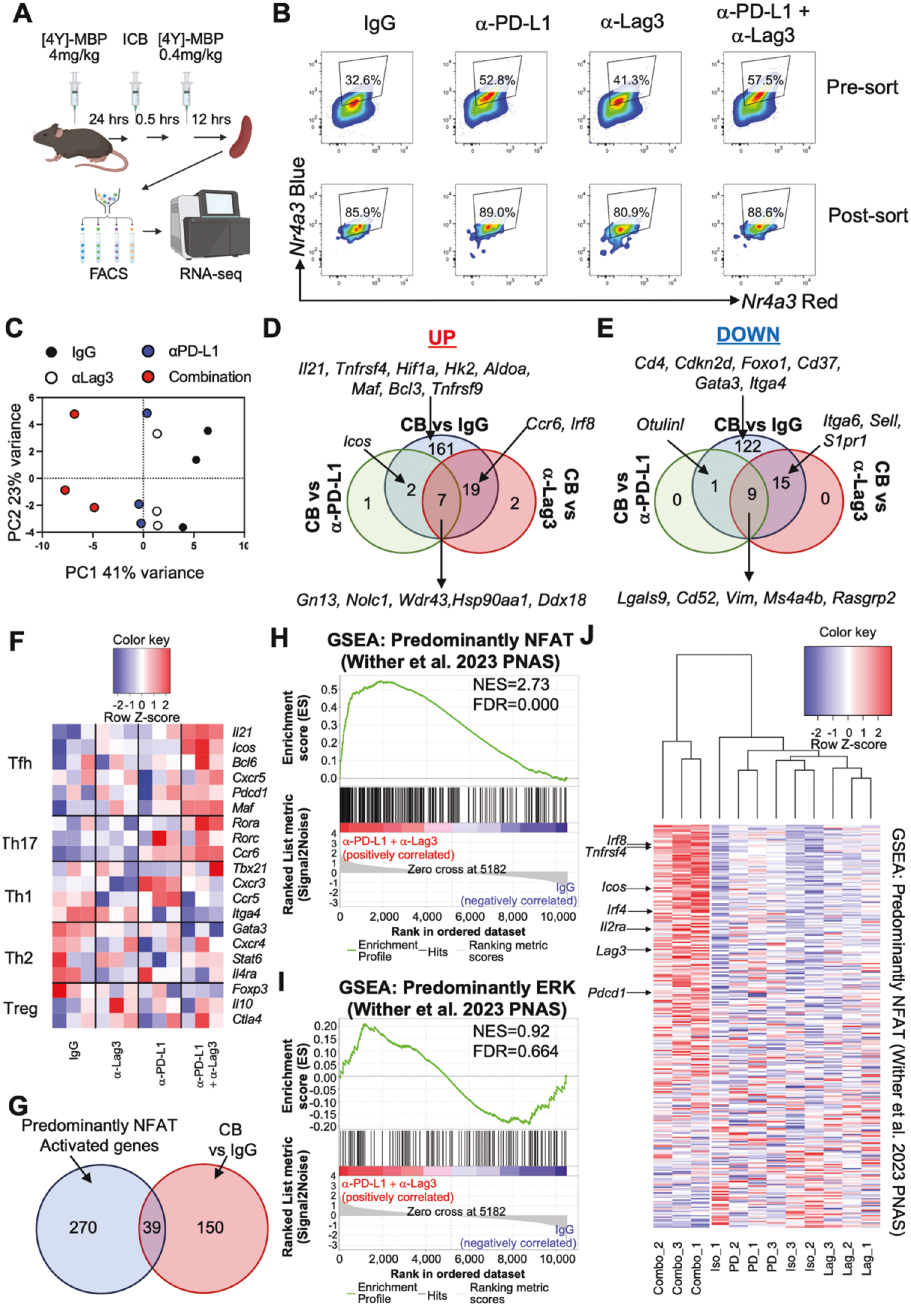
PD-1 and Lag3 blockade enhances NFAT-dependent TCR transcriptional programmes. (**A**) Experimental setup and interpretation for part (B). (**B**) Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP. Twenty-four hours later mice were randomized to receive either 0.5 mg isotype pool (*n* = 3) (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3 (*n* = 3), or anti-PD-L1 (*n* = 3) or combination therapy (*n* = 3) 30 min prior to re-challenge with 0.4 mg/kg [4Y]-MBP peptide. Twelve hours later, splenic CD4^+^ T cell responses were analysed for *Nr4a3*-Timer Red versus *Nr4a3*-Timer Blue expression in live CD4^+^ Tg4 T cells and sorted for CD4^+^Nr4a3-Blue^+^Nr4a3-Red^+^ T cells by FACS. (**B**) Flow plots showing *Nr4a3*-Timer Blue^+^, *Nr4a3*-Timer Red^+^ pre and post sorting. (**C**) RNA was extracted from the sorted populations and 3′ mRNA sequencing performed. PCA of the normalized expression data identifies four clusters. Venn diagram analysis of up (**D**) or down (**E**) regulated DEGs in mice receiving combination therapy compared to the three other experimental conditions. (**F**) Z score heatmap analysis of rLog expression of genes involved in CD4^+^ T helper subsets from Isotype (IgG), anti-Lag3, anti-PD-L1, or CB treated mice. (**G**) Intersection of the 189 genes that were upregulated in CD4^+^ T cell responders between CB-treated and Isotype-treated mice with the 309 identified in Wither *et al*. [29] as predominantly NFAT dependent. Gene set enrichment analysis (GSEA) of NFAT- (**H**) or ERK- (**I**) dependent signalling based on classification from Wither *et al.* [29]. (**J**) Heatmap visualization of the normalized counts of the 283/309 genes with largely NFAT-dependent activity visualized across the four treatment conditions and scaled by row values and clustered by columns.

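Between CB and isotype, 353 genes were called higher and 296 lower of 15138 tested. Between CB and anti-PD-L1 31 were higher and 25 lower, and between CB and anti-Lag3 59 were higher and 46 lower. With the sample numbers as a block, 843 genes were called between CB and isotype, and more than here in both other comparisons. Between CB and isotype a test against a log2 fold change of 0.2 with DESeq2 and an ashr s value under 0.005 called 103 higher and 95 lower. Of the 649 genes called between CB and isotype, 645 had every CB sample beyond every isotype sample. Over all genes tested this share was 20.0%, where chance gives 10%. In all 3 comparisons 23 genes were called higher in CB and 12 lower. The former included *Gnl3*, *Wdr43*, *Nolc1*, *Hsp90aa1* and *Ddx18* and the latter *Vim*, *Ms4a4b*, *Cd52*, *Lgals9* and *Rasgrp2*. Without CB sample 3 these counts were 1 and 2, and with the sample numbers as a block both were larger. *Ms4a4b* (ENSMUSG00000056290, chromosome 19 from 11443553 to 11467055 of GRCm38) had the smallest adjusted p-values in the 3 comparisons (7.74e-08 against isotype, 6.74e-05 against anti-PD-L1 and 1.23e-06 against anti-Lag3, edgeR's quasi-likelihood test), with 927 ± 67.5 CPM in the isotype group and 461 ± 7.83 in the CB group.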

Since transcriptional analysis by RNA-seq provides only a ‘snapshot-in-time’ view, we verified protein levels of the other notable markers identified previously. We performed an identical experiment as in Fig. 2A and then evaluated protein intracellular levels of IRF8 (a DEG and part of the TCR.strong metric [2]) and IRF4 (previously linked in this model to strong TCR signalling [2]) (Supplementary Fig. 4A and 4B). Analysis revealed that CB increased levels of IRF8 compared to all three treatment groups, whilst for IRF4 CB increased the levels compared to control and anti-PD-L1 treated mice. In addition, we validated whether the upregulation of *Ccr6* also occurred at the protein level. Analysis of surface CCR6 revealed a sharp, synergistic upregulation (more than 30% of cells now positive for this marker) in response to CB (Supplementary Fig. 4C and 4D) and that CB treated CD4^+^ T cells showed enhanced migration towards the chemokine CCL20 (Supplementary Fig. 4E). In addition, we confirmed that the early differentiation of ICOS^hi^ Tfh cells were significantly increased by CB in the Tg4 model (Supplementary Fig. 5A–D) and that in a polyclonal NP-ova immunization model, CB also consistently drove increased CD4^+^ICOS^+^ and Tfh cell differentiation, albeit with the major contribution coming from PD-1 pathway inhibition (Supplementary Fig. 5E–H).

Given that *Nr4a3* is a direct NFAT target [28] and that Tfh cells are known to develop under AP-1 independent NFAT signalling [30], we wanted to further understand whether the DEGs identified showed any relationship to NFAT signalling pathways. A recent study determined that 1089 genes in T cells are directly regulated by NFAT and ERK pathways during the first 30 h [29]—a similar time frame to our *in vivo* studies. Through incorporation of inhibitors of NFAT or ERK pathways, Wither *et al.* determined the relative dependence of genes on these signalling axes. We intersected the 189 genes that were upregulated in CD4^+^ T cell responders between CB-treated and isotype-treated mice with the 309 identified in Wither *et al*. as showing largely NFAT-dependence. 

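For the 649 genes called between CB and isotype, the median log2 fold change in the direction of CB was 0.70 in CB, 0.31 with anti-PD-L1 alone and 0.24 with anti-Lag3 alone. These comparisons share the isotype samples, so values above 0 arise without any effect. In 40 simulations in which a single antibody had no effect the medians were 0.11 to 0.16 for anti-PD-L1 and 0.11 to 0.16 for anti-Lag3. The change had the direction of CB for 97.53% of the genes with anti-PD-L1 and 94.9% with anti-Lag3, against at most 77.4% and 77.1% in those simulations. The simulations drew genes independently, so a deviation of the isotype samples shared by many genes was absent from them. They cannot tell effects of the single antibodies apart from such a deviation. All 336 genes that the paper's Supplementary Table 1 lists for this comparison were among the genes called here, with the same direction. The list of NFAT-dependent genes was not used here.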

Thirty-nine genes were found to overlap between the two data sets (Fig. 2G). We performed gene set enrichment analysis (GSEA) based on the annotation of Wither *et al.* [29] for largely NFAT-dependent (Fig. 2H) or largely ERK-driven pathway dependent genes (Fig. 2I). GSEA revealed significant enrichment for largely NFAT-dependent genes (Fig. 2H, NES = 2.73, FDR = 0.000) but no enrichment for the predominantly ERK-driven target genes (Fig. 2I, NES = 0.92, FDR = 0.664). 

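Of 7 genes of the NFAT-dependent set that the study names (*Irf8*, *Tnfrsf4*, *Icos*, *Irf4*, *Il2ra*, *Lag3* and *Pdcd1*), all had higher fitted values in CB than in isotype, with a median log2 fold change of 0.78 (fry, adjusted p = 3.74e-05 over 13 lists). The study chose these genes on the same samples, so this is not independent evidence. The first 5 were called, also when adjusted over the list alone. *Irf4* (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766976 of GRCm38) rose from 66.5 ± 11.7 to 114 ± 32.3 CPM, by 0.78 on the log2 scale (standard error 0.19, adjusted p = 0.0122, edgeR's quasi-likelihood test). *Il2ra* (ENSMUSG00000026770, chromosome 2 from 11642807 to 11693193) rose from 21.2 ± 6.14 to 42.2 ± 16.2 CPM (0.99, standard error 0.27, adjusted p = 0.0288, same test). The call of *Irf4* was lost without isotype sample 3 and without CB sample 1, and that of *Il2ra* without isotype sample 1, CB sample 2 or CB sample 3. Both were also lost with DESeq2's test against a log2 fold change of 0.2. The same held for the setting, chosen after the values were seen, that gave the genes of the paper's Supplementary Table 1. The call of *Il2ra* was lost too with edgeR's test against 0.2 and with a term for Y-linked transcripts. *Lag3* (ENSMUSG00000030124, chromosome 6 from 124904361 to 124911705) had 5.77 ± 1.35 CPM in the isotype group and 8.73 ± 2.62 in the CB group (0.60, standard error 0.55, adjusted p = 0.689, same test). *Pdcd1* (ENSMUSG00000026285, chromosome 1 from 94038305 to 94052553) had 22.2 ± 4.53 and 27.8 ± 1.36 CPM (0.33, standard error 0.26, adjusted p = 0.604, same test). For both the CB and isotype samples overlapped.

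**Figure D3:**
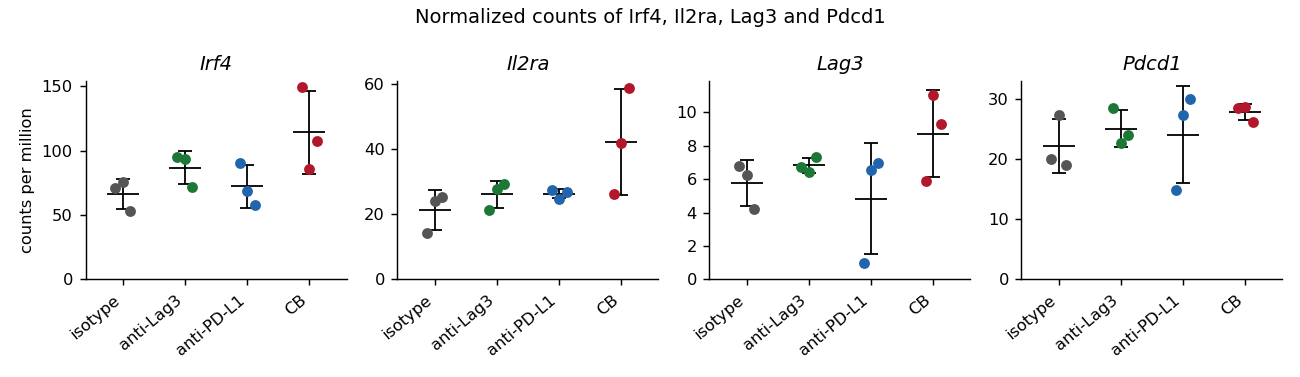
Normalized counts (CPM, linear axes from 0) of *Irf4*, *Il2ra*, *Lag3* and *Pdcd1* in the 4 groups. Points are single mice, horizontal bars the mean and error bars the SD over 3 mice. The 3 CB mice lie above the 3 isotype mice for *Irf4* and *Il2ra* but not for *Lag3* and *Pdcd1*.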

Visualization of the predominantly NFAT-dependent genes across the four conditions showed that only CB-treated CD4^+^ T cells clustered as a discrete group, and hallmark genes such as *Irf8*, *Tnfrsf4*, *Icos*, *Irf4*, *Il2ra*, *Lag3* and *Pdcd1* were all part of the core enrichment set (Fig. 2J). Taken together, CB imparts a novel transcriptional signature on CD4^+^ T cells undergoing reactivation *in vivo*, exhibiting hallmarks of NFAT-biased TCR signalling and early promotion of Tfh cell differentiation.

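Against the mean of the groups with a single antibody, the 7 named NFAT-dependent genes were higher in CB by a median of 0.53 on the log2 scale (fry, adjusted p = 2.44e-04 over 13 lists) and the 6 genes of the Tfh set by 0.40 (adjusted p = 0.0357). The groups with a single antibody were higher than isotype by a median of 0.25 for the former (adjusted p = 0.0105) and 0.19 for the latter (adjusted p = 0.184). The interaction of the antibodies, which is the change in CB beyond the sum of the single changes on the log2 scale, had medians of 0.27 and 0.18 (fry, adjusted p = 0.2996 and 0.960). On this scale a sum of changes is a product of fold changes. The paper's tests of synergy used percentages of cells and fluorescence of proteins, which are unlike measures, so these values do not decide on that synergy. No single gene had an interaction past the threshold in edgeR's quasi-likelihood test, and 898 of 15138 had an unadjusted p under 0.05. Other settings of the tests called up to 10 genes, and a block for the sample numbers was among the settings that called some. From its results as a whole, the paper concludes that CB gives reactivated CD4+ T cells a signature with hallmarks of NFAT-biased TCR signalling and early Tfh cell differentiation.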

### NFAT pathway inhibition abolishes the major effects of PD-1 and Lag3 pathway co-blockade

Given the significant enrichment of gene and transcriptional programmes that show a large NFAT dependence, we wanted to functionally explore this pathway. We established a new *in vitro* model to assess the relative contributions of the PD-L1 and Lag3 pathways controlling *in vitro* TCR signal strength in adaptively tolerized T cells (Fig. 3A). Splenocytes from Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were isolated 24 h after *in vivo* immunization and cultured in the presence of isotype control or CB in the presence of a dose titration of [4Y]-MBP (Fig. 3A to 3C). To demonstrate that this model can reveal manipulations into TCR signalling, we evaluated OX40 and ICOS expression on CD4^+^ T cells. Both OX40 (Fig. 3B) and ICOS expression (Fig. 3C) were upregulated by CB across a range of agonist peptide concentrations.

**Figure 3.**
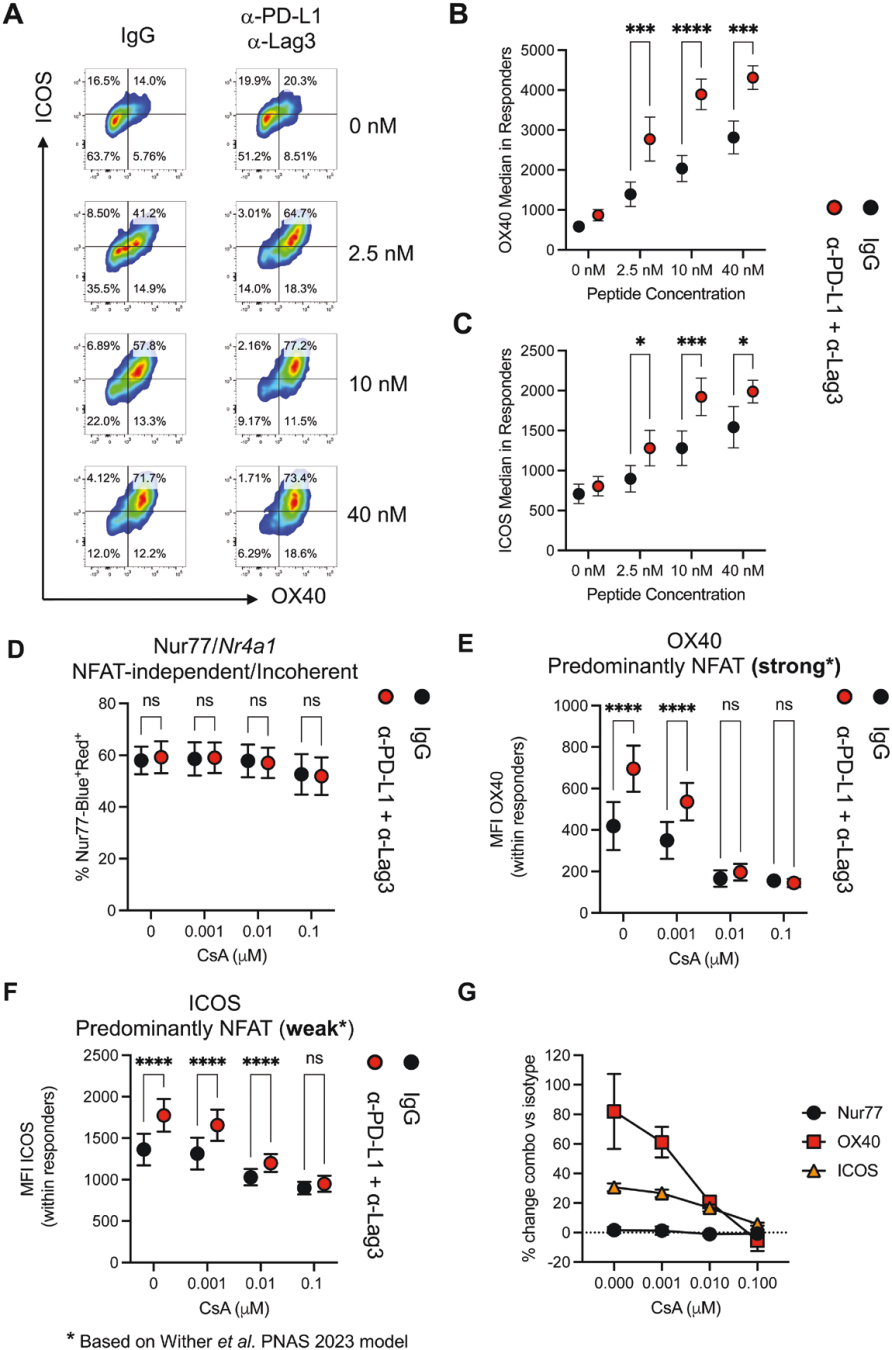
NFAT pathway inhibition abolishes the major effects of PD-1 and Lag3 pathway co-blockade. **(A**) Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP peptide. Twenty-four hours post immunization splenocytes were cultured for another 24 h and rechallenged with 0, 2.5, 10, and 40 nM [4Y]-MBP peptide in presence of isotype pool or a combination of αPD-L1 and αLag-3. Splenic CD4^+^ T cell responses were analysed for OX40 and ICOS within the responding T cells after 24 h culture. Summary data from (**A**) detailing MFI (median fluorescence intensity) of OX40 (**B**) and ICOS (**C**) within responding CD4^+^ T cells after 24 h culture, (*n* = 7, pooled from two independent experiments). (**D-G**) Tg4 Nur77-Tempo *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP peptide. Twenty-four hours post immunization splenocytes were cultured for another 24 h and stimulated with 2.5 nM [4Y]-MBP peptide in presence of isotype or a combination of αPD-L1 and αLag-3 and a dose range of cyclosporin A (CsA). After 24 h the frequency of CD4^+^Nur77-Blue^+^Red^+^ T cells (**D**), median expression of OX40 (**E**), or median expression of ICOS (**F**) in CD4^+^Nur77-Blue^+^Red^+^ T cells was evaluated. (**G**) The percentage change between isotype and combination therapy was calculated for the markers for each dose of CsA. Black circles (isotype treated, *n* = 4) and red circles (combination-treated, *n* = 4, representative of two independent experiments) culture conditions. Bars represent mean ± SEM. Statistical analysis by two-way repeated-measures ANOVA with Tukey’s multiple comparisons test.

We then determined the sensitivity of OX40 (predominantly NFAT, strong) and ICOS (predominant NFAT, weak) to NFAT-pathway inhibition (Fig. 3D to 3G). We also included Nur77, which we have shown to be NFAT-pathway independent [28]. Nur77 expression was unaffected by CB and the frequency of Nur77-Blue^+^ cells was also unchanged by a range of cyclosporin A (CsA) (Fig. 3D). In contrast, CB induced upregulation of OX40 showed enhanced sensitivity to CsA, and at 0.01 µM the increase in OX40 by CB was lost (Fig. 3E**).** CB-induced ICOS upregulation showed a similar pattern to OX40, with the effect of CB lost by 0.1 µM concentration (Fig. 3F). Summarising the percentage change revealed that the 3 markers showed alterations in expression by CB which would have been predicted based on the Wither *et al.* [29] model (Fig. 3G).

### PD-L1 and Lag3 co-operatively regulate TCR signal duration in CD4^+^ T cells

The maturation of Timer Blue proteins into Timer Red can give an estimation of the signal duration within an actively signalling T cell population (Fig. 4A). This is because TCR signalling triggers new formation of Timer Blue proteins, which have a half-life of 4 h, before maturation into the longer lived Red proteins from (half-life of 3–5 days). A short TCR signal will thus lead to an increase and then fall in Red proteins, whilst sustained signalling will lead to accumulation of mature Timer Red proteins. We hypothesized that the enhanced NFAT-biased signature observed is a result of CB sustaining TCR signalling for a longer period following reactivation *in vivo* and we therefore re-analysed the levels of Timer Red protein within “responder” cells from Fig. 1I and 1J across the four treatment groups. Analysis at 12 h post-reactivation in the presence of CB showed a small but significant accumulation of Timer Red proteins compared to the three other groups; however, a small increase in Timer Red was also observed in the anti-PD-L1-treated mice (Fig. 4B). Analysis at the later 18 h timepoint revealed that only CB exhibited a significant increase in Timer Red, which demonstrates that these cells have signalled for a longer period (Fig. 4C).

**Figure 4.**
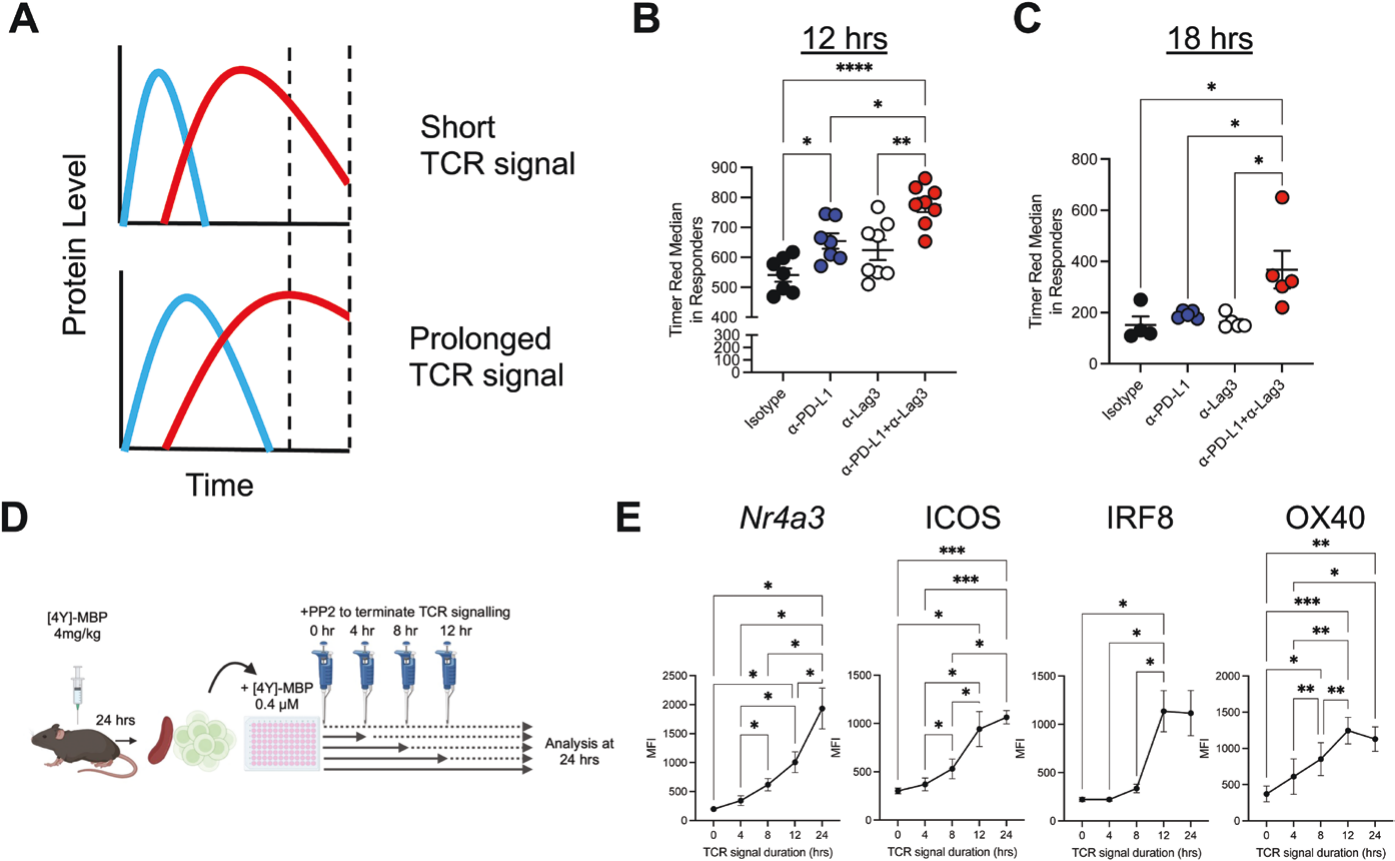
PD-L1 and Lag3 co-operatively regulate TCR signal duration in CD4^+^ T cells. (**A**) Graphical illustration of the levels of *Nr4a3*-Blue and *Nr4a3*-Red following a short or prolonged TCR signal. Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP. Twenty-four hours later, mice were randomized to receive either 0.5 mg isotype pool (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3, or anti-PD-L1 or CB 30 min prior to re-challenge with 0.4 mg/kg [4Y] MBP peptide. Twelve hours and 18 h later mice were culled and splenic responses were analysed for *Nr4a3*-Timer Red expression in responder populations. (**B**) Summary of data at 12 h post re-challenge showing red median within responders. Isotype (*n* = 7), anti-Lag3 (*n* = 7), or anti-PD-L1 (*n* = 8) or combination (*n* = 8). Bars represent mean ± SEM, dots represent individual mice. Statistical analysis by one-way ANOVA with Tukey’s multiple comparisons test. (**C**) Summary of data at 18 h post re-challenge showing Timer Red median within responders. Isotype (*n* = 4), anti-Lag3 (*n* = 5), or anti-PD-L1 (*n* = 5) or combination (*n* = 5). Bars represent mean ± SEM, dots represent individual mice. (**D**) Experimental setup and interpretation for part (E). Mice were immunized s.c. with 4 mg/kg of [4Y]-MBP. Twenty-four hours later, mice were euthanized, and spleens were harvested. Splenocytes were cultured with 0.1 μM [4Y]-MBP for another 24 h and 10 μM PP2 was added to terminate TCR signalling at different time points (0 h, 4 h, 8 h, and 12 h and 24 h) before analysis by flow cytometry. (**E**) Summary data showing MFI (median fluorescence intensity) of *Nr4a3*-Timer Blue, ICOS, OX40, or IRF8 in response to different duration of TCR signalling. (*n* = 6 *Nr4a3-*Blue, ICOS, OX40); *n* = 5, IRF8). Statistical analysis by one-way ANOVA with Tukey’s multiple comparisons test.

We next wanted to test whether key NFAT-dependent markers identified in Fig. 2 were regulated by the duration of TCR signalling. We cultured antigen-adapted Tg4 T cells *in vitro* in the presence of [4Y]-MBP and added the Src kinase inhibitor PP2 to terminate TCR signalling after 0, 4, 8, 12, or 24 h (Fig. 4D). Cells remained in culture for the full 24 h before analysis of Nr4a3-Blue, ICOS, OX40, and IRF8 expression. As expected, *Nr4a3*-Blue expression continued to increase in parallel with the increase in TCR signal duration (Fig. 4E). ICOS expression showed a delayed response but rose prominently from 4 h to 12 h with a gradual increase up to 24 h (Fig. 4E). IRF8 showed a similar pattern but its induction required longer periods of TCR signalling (minimum of 12 h), and gradually increased thereafter (Fig. 4E). OX40 showed a time dependent increase from the initiation of TCR signalling but plateaued from 12 to 24 h (Fig. 4E). Thus, CB results in an increased duration of TCR signalling, which accounts for the time-dependent and synergistic upregulation of NFAT-dependent markers ICOS, IRF8 and OX40.

### Phenotypic changes in human peripheral blood CD4^+^ T cells mirror murine changes in response to PD-1 and Lag3 immunotherapy

A recent study provided insight into transcriptional changes occurring on therapy in peripheral blood T cells in patients receiving anti-PD-1 and anti-Lag3 combination therapy (specifically Relatlimab and Nivolumab [31]). We investigated whether transcriptional changes identified in our murine models were also reflected in this cohort of human patients on combination therapy. We selected DEGs in human CD4 naive/central memory (CM), human CD4 effector memory (EM)/Th1 and human Treg and intersected these with DEGs identified between combination therapy treated murine CD4s and controls (Fig. 5A–C). Upregulated across all four conditions was the NF-kB regulator gene *BCL3/Bcl3*, which has also been linked to inhibiting Treg development and function [32]. 

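For the murine CD4+ T cells, *Bcl3* had 47.2 ± 8.66 CPM in the isotype group, 52.5 ± 11.3 with anti-PD-L1, 69.0 ± 2.77 with anti-Lag3 and 80.3 ± 4.58 in the CB group (SD, n = 3 mice each). The difference between CB and isotype had an adjusted p of 0.00656 in edgeR's quasi-likelihood test. With anti-Lag3 alone the log2 fold change against isotype was 0.55 (standard error 0.17, adjusted p = 0.805, same test). The human data were not analysed here.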

Interestingly, *ICOS* showed upregulation across human CD4 naïve/CM and EM/Th1 cells. In addition, *CCR6* was upregulated within human effector memory/Th1 subsets.

**Figure 5.**
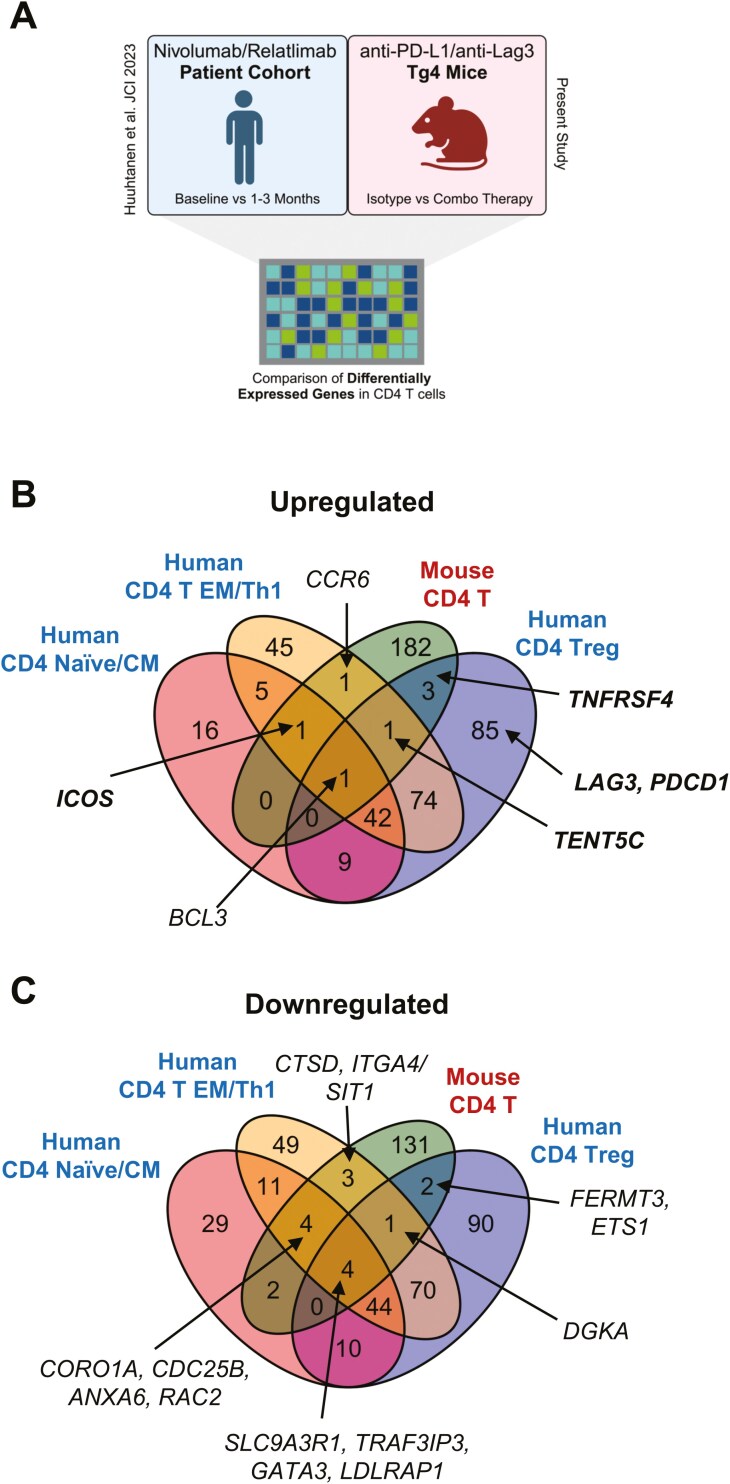
Phenotypic changes in human peripheral blood CD4^+^ T cells mirror murine changes in response to PD-1 and Lag3 immunotherapy. (**A**) Differentially expressed genes compared to month 3 or month 1 compared to baseline in CD4 Naïve or central memory, CD4 effector memory, and CD4 Treg clusters from human patients on anti-PD-1 and anti-Lag3 therapy were extracted from supplementary files from Huuhtanen *et al*. [31] and intersected with DEGs identified from Isotype and combination treated mice from **Supplementary Table 1**. (**B**) displays genes upregulated in subsets. (**C**) displays genes downregulated in the subsets. CM = central memory, EM = effector memory.

In human Treg, the gene encoding OX40 (*TNFRSF4)* was also notably upregulated, along with *PDCD1, LAG3 (*both largely NFAT-dependent), *TENT5C* (mRNA stabilization and NFAT driven). Notable downregulated genes in all four subsets included *GATA3* (Th2) and *TRAF3IP3* (required for Treg maintenance and function [33]). 

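For the murine CD4+ T cells, *Traf3ip3* (ENSMUSG00000037318, chromosome 1 from 193175453 to 193201703 of GRCm38) had 114 ± 8.62 CPM in the isotype group and 75.2 ± 4.25 in the CB group (SD, n = 3 mice each), and every CB sample lay below every isotype sample. The log2 fold change was -0.60 (standard error 0.12, adjusted p = 0.00345 in edgeR's quasi-likelihood test) and stayed between -0.66 and -0.56 over the 12 fits that left out 1 sample. It was also lower in CB than with anti-Lag3 alone (adjusted p = 0.0321, same test) and not called against anti-PD-L1 (adjusted p = 0.0828, same test). The annotated span of *Traf3ip3* overlaps that of *A130010J15Rik* on the opposite strand. *Gata3* had 83.6 ± 11.0 CPM with anti-PD-L1 and 76.4 ± 8.92 with anti-Lag3.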

Human CD4 effector memory cells also showed downregulation of *DGKA* and *SIT1* (involved in TCR signalling). Notable other genes downregulated in human CD4 T EM/Th1 group also included *CORO1A, CDC25B* (cell cycle regulation) and *ANXA6* (involved in IL-2 sensing [34]) and *RAC2* (deficiency of which affects T cell activation [35]), and *ITGA4* (linked in mice to Th1 cell homing [36]). These findings confirm that peripheral human CD4^+^ T cells reflect key marker changes observed in murine CD4^+^ T cells, identifying ICOS, OX40, and CCR6 as potential candidates for treatment monitoring.

## Discussion

Our study demonstrates that the PD-1 and Lag3 pathways exert non-redundant control on the duration of TCR signalling during early CD4^+^ T cell re-activation. PD-1 itself can directly target the TCR [10] and CD28 [11] molecules, which allows PD-1 to act as a rheostat to control TCR signal strength [2]. PD-1 contains tyrosine-based motifs (ITIM and ITSM [37]) that allow recruitment of SHP-2 phosphatases that mediate its inhibitory function [9]. Lag3 on the other hand has proven more enigmatic in its function. Whilst its binding to MHC Class II is well established [25, 26], Lag3 also has other reported ligands of relevance to T cell biology: galectin-3 [38], fibrinogen-like protein 1 (FLP-1) [39] and the TCR-CD3 complex [40]. Whilst stable peptide MHC Class II appear more important than FLP-1 for T cell inhibition *in vitro*, the hierarchy of ligands *in vivo* remains unclear [41]. Our findings show that Lag3 works co-operatively with the PD-1/PD-L1 pathway to regulate the T cell activation threshold of CD4^+^ T cells *in vivo*. Mechanistically, co-blockade of PD-L1 and Lag3 results in an increased duration of TCR signalling, which drove synergistic increases in NFAT-dependent pathways.

Interestingly, the effect of Lag3 blockade alone was generally weaker than the PD-L1 pathway *in vivo*, which Vignali and colleagues have also previously noted [40]. In addition, Lag3 had minor effects on the primary CD4^+^ T cell response and its major effects were only exerted in the presence of PD-1 pathway blockade. These findings may be due to broader T cell PD-1 expression and the susceptibility of Lag3 to ADAM-mediated shedding [42]. Indeed, ADAM-resistant forms of Lag3 confer resistance to anti-PD-1 immunotherapy *in vivo* [43], which is linked to reduced CD4^+^ T cell help for CD8^+^ T cells. It is possible that PD-1 blockade itself may augment the ability of Lag3 to interact with its potential ligands (e.g. MHC class II), which could result in an increased potency of Lag3 in our model, particularly as [4Y]-MBP peptide generates highly stable peptide-MHC II complexes. Given that in the immunized setting blockade of Lag3 resulted in much weaker effects than in the adaptive tolerance conditions, this may reflect the higher levels of Lag3 that are induced on the tolerised CD4^+^ Tg4 T cells.

The fact that PD-1 pathway appears more potent than Lag3 likely also reflects hierarchical levels of T cell tolerance, whereby upon loss of the PD-1 pathway, Lag3 plays a much greater functional role. It is also likely that blockade of the PD-1 pathway may alter the dwell times of T cells on APCs *in vivo*. Tolerised islet antigen-specific T cells showed enhanced motility when scanning DCs in pancreatic draining lymph node [44]. Blockade of PD-L1 or PD-1 led to reduced T cell motility and precipitation of autoimmune diabetes; however blockade of CTLA-4 had no effect on T cell motility [44] despite past reports that CTLA-4 may limit formation of stable APC:T cell conjugates [45].

A previous study demonstrated functional synergy of PD-1 and Lag3 in the control of anti-tumour immunity [46], and this was linked to increases in IFN-gamma-expressing cells amongst both CD4^+^ and CD8^+^ T cells [46]. Furthermore, several very recent studies have elegantly shown that PD-1 and Lag3 may synergise to promote CD8^+^ T cell exhaustion and hinder their cytotoxicity [47–49]. Unlike CD8^+^ T cells, CD4^+^ T cells have less clearly defined roles in tumour development, exerting anti-tumour effects through effector cytokines, cytotoxicity, and T cell help (reviewed in [50]). However, evidence for pro-tumour development comes from the association of CD4^+^ Foxp3^+^ Tregs with poor clinical outcomes [51]. Nonetheless, expansion of Tfh cells in human tumours has been observed following anti-PD-1 immunotherapy [52]. In solid tumours, Tfh cells likely have a beneficial role [53] and their tumour infiltration is positively correlated with clinical outcome in human breast cancer [54]. Mechanistically, Tfh cell-derived IL-21 was linked to enhancing CD8^+^ T cell function in mouse models of lung adenocarcinoma [55]. Our study also suggests that CB may drive enhanced TCR signal duration and/ or signal strength. TCR signal strength has been linked to the development of T cell dysfunction and cancer development [56], so it will be important to study the impact of CB on TCR signal avidity during CD8^+^ T cell responses in cancer.

Although this study does did not seek to evaluate the impact of the tumour microenvironment on checkpoint blockade, it has highlighted that re-activation of CD4^+^ T cell under anergising conditions in the presence of CB (i.e. lack of co-stimulation) results in the emergence of NFAT-dependent TCR signalling programmes. In addition, a study assessing cancer-irrelevant immune responses to seasonal flu vaccination describe an increased Tfh cell response in patients on anti-PD-1 therapy [57]. Tfh cell signatures are also positively correlated with immune related adverse events (irAEs) in humans [58]. Interestingly, similar findings have been observed in murine studies using aged mice (18–24 months), which showed the development of IgG-mediated disease that was linked to an IL-21-producing Tfh-like subset [59]. In the present study, combination treatment robustly drove enhanced Tfh cell development, but its most notable effect was the induction of elevated NFAT-pathway dependent molecules such as OX40 and ICOS expression. Given that ICOS is an essential costimulatory molecule for Tfh cell responses *in vivo* [60], it will be important to understand its wider potential effects on humoral immunity.

The potential manipulation of Tfh cell biology by checkpoint blockade may come with inherent risk. Genetic analysis of SNPs have linked a variant (rs17388568) associated with increased risk of ulcerative colitis [61] and type 1 diabetes [62] with an enhanced response to anti-PD-1 in metastatic melanoma patients [63]. The risk variant maps to a genomic region containing *IL2* and *IL21*, which are critical cytokines involved in regulation of CD4^+^ and Tfh cell responses. Future work should address the extent to which Tfh cell development is altered in patients on immune therapies targeting PD-1 and/ or Lag3 pathways and how these relate to irAEs.

In summary, our study provides new insight into how the PD-1 and Lag3 pathways intersect to govern the duration of TCR signalling during CD4^+^ T cell activation. The co-blockade of these receptors can preferentially enhance early NFAT-dependent TCR signalling programmes and the differentiation of Tfh cells.

## Materials and methods

### Mice

*Nr4a3*-Tocky [64] lines were modified by mating to Tg4 *Il10*-GFP mice as previously described [65] to generate Tg4 *Nr4a3*-Tocky *Il10*-GFP mice [28] (unmodified Nr4a3-Tocky lines were originally obtained from Dr Masahiro Ono (Imperial College London) under MTA; the manuscript does not report any findings arising from the use of unmodified *Nr4a3*-Tocky lines or modified *Nr4a3*-Tocky lines that have not been previously reported in the literature. Nur77-Tempo mice [66] were mated to Tg4 *Il10*-GFP mice to generate Tg4 Nur77-Tempo mice. C57BL/6J mice were purchased from Charles River. All animal experiments were approved by the local animal welfare and ethical review body and authorized under the authority of Home Office licenses P18A892E0A and PP9984349 (held by D.B.). Animals were housed in specific pathogen-free conditions. Both male and female mice typically aged 6–8 weeks were used, and littermates of the same sex were randomly assigned to experimental groups.

### Accelerated adaptive tolerance models and immunotherapy

Tg4 Nur77-Tempo *Il10*-GFP or Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized through subcutaneous injection of 4 mg/kg [4Y] MBP peptide PBS into the flank. For *in vivo* blockade experiments, antibodies were administrated via the intraperitoneal (i.p.) route with 0.5 mg of anti-PD-L1 antibody (clone MIH5 [67]) or rat IgG2a (clone MAC219, kind gift from Professor Anne Cooke, University of Cambridge), *in vivo* grade anti-Lag3 (clone C9B7W BioLegend) or rat IgG1 (clone MAC221). For combination therapy experiments, anti-PD-L1 and anti-Lag3 or their corresponding isotype were pooled at 1:1 ratios. For re-challenge experiments, 30 min after immunotherapy administration a second dose of 0.4 mg/kg [4Y]-MBP peptide in PBS was administered subcutaneously to the contralateral flank. Mice were then euthanized at the indicated time points, and spleens removed to analyse systemic T cell responses.

### Spleen processing and flow cytometry

Splenocytes were dissociated using scissors in 1.2 ml of digestion media containing 1 mg/ml collagenase D (Merck Life Sciences) and 0.1 mg/ml DNase I (Merck Life Sciences) in 1% FBS (v/v) RPMI for 25 min at 37°C in a thermo-shaker. Digested tissue was passed through a 70 µM filter (Greiner) and centrifuged at 1500 rpm for 5 min. Red blood cells were lysed in RBC lysis buffer (Invitrogen) for 2 min on ice before washing in 2% FBS RPMI. Resulting sample was resuspended in FACS buffer (PBS, 2% FBS). Analysis was performed on a BD LSR Fortessa X-20 instrument. The blue form of the Timer protein was detected in the blue (450/40 nm) channel excited off the 405 nm laser. The red form of the Timer protein was detected in the mCherry (610/20 nm) channel excited off the 561 nm laser. A fixable eFluor780-flurescent viability dye (eBioscience) was used for all experiments. Directly conjugated antibodies used in these experiments were CD4 APC or PerCP-Cy5.5 (clone GK1.5, BioLegend), CD4, CD4 Alexa Fluor 700 (clone RM4-4, BioLegend), CD4 BUV737 (clone GK1.5, BD Biosciences), TCR Vβ8.1, 8.2 BUV395 (clone, MR5-2, BD Biosciences) CD4 BUV395 (clone GK1.5, BD Biosciences), CD8a PE-Cy7 (clone 53-6.7, BioLegend), TCRβ FITC (clone H57-597, BioLegend), PD1 PE-Cy7 (clone 29F.1A12, BioLegend), Lag3 APC or PE-Cy7 (clone C9B7W, BioLegend), OX40 APC or PE-Cy7 (clone OX-86, BioLegend), ICOS Alexa Fluor 700 (clone C398.4A, BioLegend), IRF8 PE (clone V3GYWCH, Invitrogen), CD25 PE-Cy7 (clone PC61, BioLegend), CD44 PerCP-Cy5.5. (clone IM7, BioLegend), PD-L1 APC or PE-Cy7 (clone 10F.9G2, BioLegend), IRF4 PE-Cy7 (clone IRF4.3E4, BioLegend), CCR6 APC or PE (clone 29-2L17, BioLegend), CXCR5 APC (clone L138D7, BioLegend), CD19 PE-Cy7 (clone 6D5, BioLegend), CD11b PE-Cy7 (clone M1/70, BioLegend), PD-L1 BV711 (clone 10F.9G2, BioLegend). For intracellular staining of IRF8 or IRF4, the Foxp3 transcription factor staining buffer kit was used according to the manufacturers’ instructions (eBioscience). For cell sorting for RNA-seq experiments, single cell suspensions from the spleens of immunized mice were generated and then multiplexed to sort in batches of four on a FACS ARIA FUSION cell sorter (BD Biosciences). Multiplex sorting was performed using the following CD4 antibodies for the four experimental conditions: Isotype (CD4 APC), anti-PD-L1 (CD4 BUV395), anti-Lag3 (BUV737), and combination therapy (CD4 PerCPcy5.5). A dump channel consisting of CD19 PE-Cy7, CD11b PE-CY7 and CD8-Cy7 was used and cells were sorted as live, CD4^+^CD19^-^CD11b^-^CD8^-^Nr4a3Red^+^Nr4a3Blue^+^ (i.e. “responder” CD4^+^ T cells). For migration assays live, CD4^+^CD19^-^CD11b^-^CD8^-^ were sorted.

### *In vitro* restimulation of adaptively tolerised CD4^+^ T cells

For the adaptive tolerance model, Tg4 *Nr4a3*-Tocky Tiger (*Il10*-GFP) mice were immunized through subcutaneous injection of 4 mg/kg [4Y] MBP peptide. Twenty-four hours later, mice were euthanised and spleens were removed and digested as described above. Digested cells were washed once and 5 × 10^5^ splenocytes cultured for 24 h in 96-well U-bottom plates (Corning) final volume of 200 µl RPMI 1640 containing 10% FCS and penicillin/streptomycin and 55 µM β-mercaptoethanol (Gibco) for the stated time periods in the presence of a range of [4Y]-MBP peptide concentrations. Blocking antibodies (anti-PD-L1 clone MIH5, and anti-Lag3 clone C9B7W) were administered at 20 µg/ml. For functional assessment of the NFAT pathway in promoting OX40 and ICOS expression, Tg4 Nur77-Tempo Tiger (*Il10*-GFP) mice were immunized through subcutaneous injection of 4 mg/kg [4Y] MBP peptide. Twenty-four hours later, mice were euthanised and spleens were removed and digested as described above. Splenocytes were restimulated with 2.5 nM 4Y [MBP] peptide in the presence of a dose range of cyclosporin a (Cambridge Bioscience) and analysed 24 h after *in vitro* culture.

### RNA-seq library preparation and analysis

RNA was extracted from lysates using the PureLink RNA Micro Scale Kit (Invitrogen) according to the manufacturer’s instructions. 5 ng of RNA was used for generation of sequencing libraries using the Quantseq 3’ mRNA-seq Library Preparation kit (Lexogen). Briefly, library generation was commenced with oligodT priming containing the Illumina-specific Read 2 linker sequence. After first strand synthesis, RNA was degraded. Second strand synthesis was initiated by random priming and a DNA polymerase. Random primers contained the illumina-specific Read 1 linker sequence. Double stranded DNA was purified from the reaction using magnetic beads and libraries amplified (18 cycles) and sequences required for cluster generation and sample indexes were introduced. Libraries were normalized and pooled at a concentration of 4 nM for sequencing. Libraries were sequenced using the NextSeq 500 using a High 75 cycle flow cell. Cluster generation and sequencing was then performed and FASTQ files generated. FASTQ files were then processed by Lexogen as follows: Trimming was performed using Cutadapt version 1.18, followed by mapping using STAR version 2.6.1a to the GRCm38 genome. Reads counting as performed using FeatureCounts version 1.6.4. Uniquely mapped read counts conts in the.txt format were used for further analysis using DESeq2 in R version 4.0 [68]. A DESeq dataset was created from a matrix of raw read count data. Data were filtered to remove genes with fewer than 30 reads across all samples. Log2 fold change estimates were generated using the DESeq algorithm and shrinkage using the ashr algorithm [69] to estimate log2 fold changes (lfc). A lfc threshold of 0.2 was set and genes with an adjusted *P* value <.05 and an *s* value <0.005 were used to filter out genes with low expression or negligible gene expression changes. Normalized read counts were transformed using the regularized log (rlog) transformation. Heatmap analysis was performed on the rlog transformed data using the R package gplots. For KEGG pathway analysis clusterProfiler [70], DOSE [71] and biomaRt [72] packages were used. Venn diagrams were generated using the CRAN package VennDiagram. Data are deposited at GEO: GSE260895. Data from Elliot *et al.* [2], which determined the effect of TCR signal strength on Lag3 and PD-1 expression kinetics, is deposited at GEO: GSE165817.

### Gene set enrichment analysis (GSEA)

Normalised counts for combination-treated or isotype-treated CD4 T cells from RNA-seq analysis performed in DESeq2 were fed in to GSEA 4.3.3 [73, 74]. 1000 permutations were performed using the gene_set permutation using NFAT and ERK-dependent gene sets as annotated in Wither *et al.* [29]. For the predominantly NFAT-dependent gene set, 283 out of 309 were detected in our dataset. For the predominantly ERK-dependent gene set, 124 out of 136 were detected in our dataset.

### TCR signal duration termination by PP2 administration

*Nr4a3*-Tocky Tg4 Tiger mice were subcutaneously injected with 4 mg/kg [4Y] MBP peptide. Mice were culled 24 h later and spleens were dissociated and single cell suspensions of splenocytes were made using the digest method as described above. Cells were washed once and cultured at 5 × 10^5^ cells per well on 96-well U-bottom plates (Corning) in presence of 0.1 μM [4Y]-MBP peptide in a final volume of 200 μl RPMI1640 + L-glutamine (GIBCO) containing 10% FCS and 1% penicillin/streptomycin (Life Technologies). Inhibitors were dissolved in DMSO. PP2 (Sigma, 10 μM) was added at different time points. Cells were incubated at 37°C and 5% CO_2_ and analysed at the indicated time points on flow cytometry.

### Immunization for Tfh cell responses

C57BL/6J mice were immunized with alum-precipitated (9% aluminium potassium sulfate [Sigma-Aldrich]) NP-OVA conjugate (NP-conjugated ovalbumin), alum NP-OVA. These were respectively prepared by mixing endotoxin-free NP-conjugated ova (kind gift from Prof Kai Toellner, University of Birmingham) with a 9% alum solution. Per mouse a total of 20 μg NP-OVA was mixed with same volume of 9% alum and pH was adjusted using NaOH and HCL. After washing, 20 μg NP-ova/Alum was resuspended in a total volume of 20 μl PBS and injected into the left footpad. 24 h later mice were administrated via the intraperitoneal (i.p.) route with 0.5 mg anti-PD-L1 (clone MIH5), anti-Lag3 (clone C9B7W), combination therapy of their respective isotype control (pooled at 1:1 ratios). On day 8, mice were euthanized and the popliteal lymph node was harvested. LNs were forced through 70 µM filters, before cells were stained for flow cytometric analysis.

### Migration assays

To measure migration, FACS purified CD4^+^ T cells were cultured in a 5-μm polycarbonate 24-well transwell system (Corning). T cells were loaded into the top chamber at a density of 2.5 × 10^5^ cells in 0.1 ml complete media, with the bottom chamber containing either 0 or 100 ng/ml CCL20 (BioLegend) in 0.6 ml complete media. After 4 h, the contents of the bottom chamber were harvested and washed extensively with PBS (+ 2 mM EDTA and 2% FCS), followed by enumeration by flow cytometry. AccuCheck couning beads (Invitrogen) were used to calculate the absolute number of CD4^+^ T cells in each sample. Migration index was calculated by normalizing cells in the lower chamber compared to the medium alone control from isotype-treated mice.

### Analysis of human combination therapy datasets

Differentially expressed genes compared to month 3 or month 1 compared to baseline in CD4 Naïve, CD4 effector memory, and CD4 Treg clusters from human patients on anti-PD-1 and anti-Lag3 therapy were extracted from supplementary files from [31] and intersected with DEGs identified from Isotype and CB mice (**Supplementary Table 1**).

### Statistical analysis

For non-RNA-sequencing analysis, statistical analysis was performed on Prism 10 (GraphPad) software. Flow cytometry data were analysed using FlowJo software (BD Biosciences). Statistical analysis for comparison of more than two means was performed using one-way ANOVA with Tukey’s multiple comparisons test. For analysis of two factor variable experiments, a two-way repeated-measures ANOVA was performed with Tukey’s multiple comparisons tests. For detection of synergy, a two-way ANOVA test was performed factoring in the variables anti-PD-L1 and anti-Lag3 to test for significance of interaction. For non-parametric data a Kruskal–Wallis test was performed with Dunn’s multiple comparisons. Variance is reported as mean ± SEM unless stated otherwise; data points represent individual mice. *P = < .05, **P = < .01, ***P = < .001, ****P = < .0001.

## Supplementary Material

ltaf015_suppl_Supplementary_Figures

ltaf015_suppl_Supplementary_Tables

## Data Availability

RNA-seq data are deposited at GEO: GSE260895. Nur77-Tempo mice are deposited at the European Mutant Mouse Archive ID EM:15078. All other data are available from the corresponding author () by request.

# Supplementary material for: Lag3 and PD-1 pathways preferentially regulate NFAT-dependent TCR signalling programmes during early CD4+ T cell activation
**Source:** Immunother Adv. 2025 Mar 28;5(1):ltaf015. doi: 10.1093/immadv/ltaf015
**Supplement:** ltaf015_suppl_Supplementary_Figures

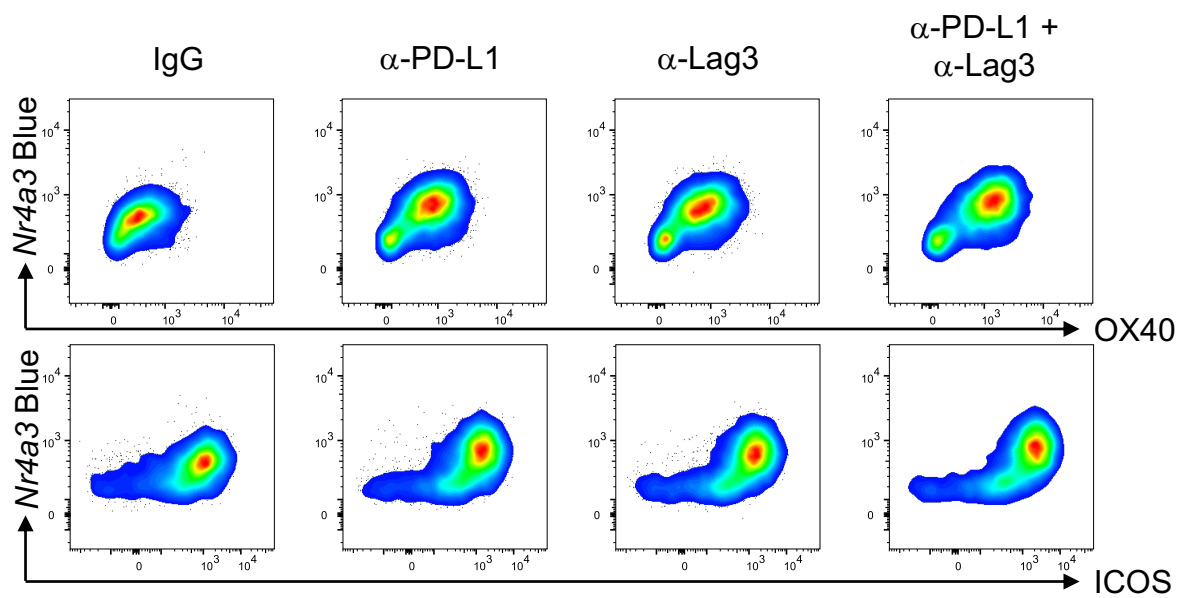

**Supplementary Figure 1: Representative example of *Nr4a3*-Blue versus OX40 and ICOS expression from Figure 1**

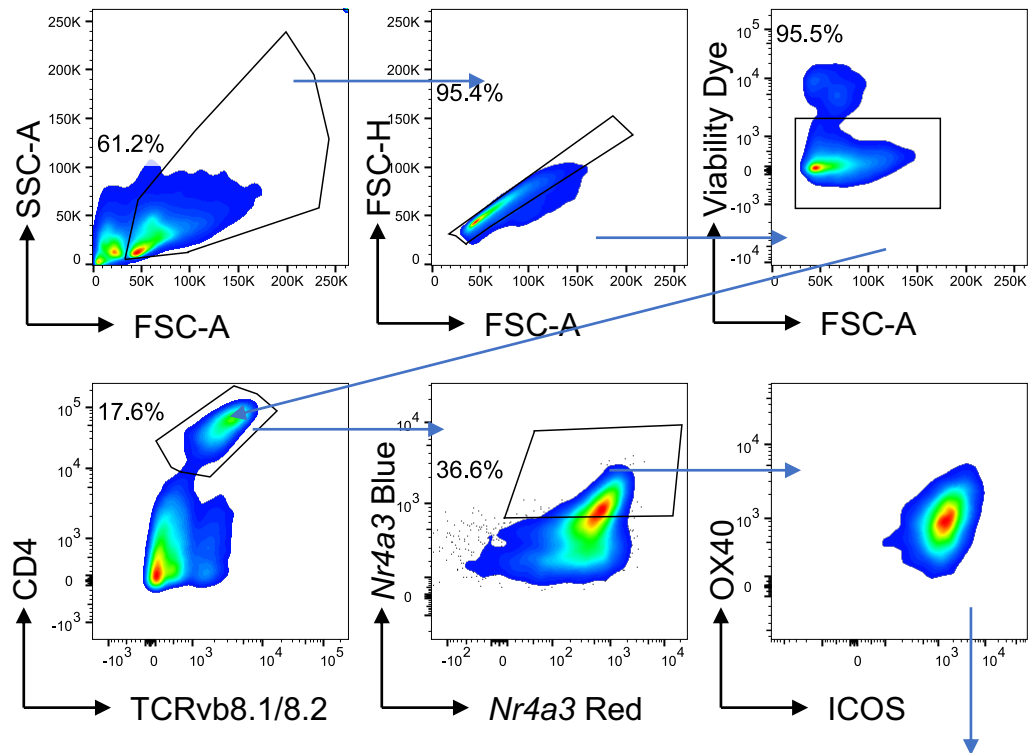

MFI OX40  
MFI ICOS

Surface TCR.strong =  
geometric mean(MFI  
OX40,MFI ICOS)

**Supplementary Figure 2: Gating strategy and generation of surface TCR.strong metric and relationship**

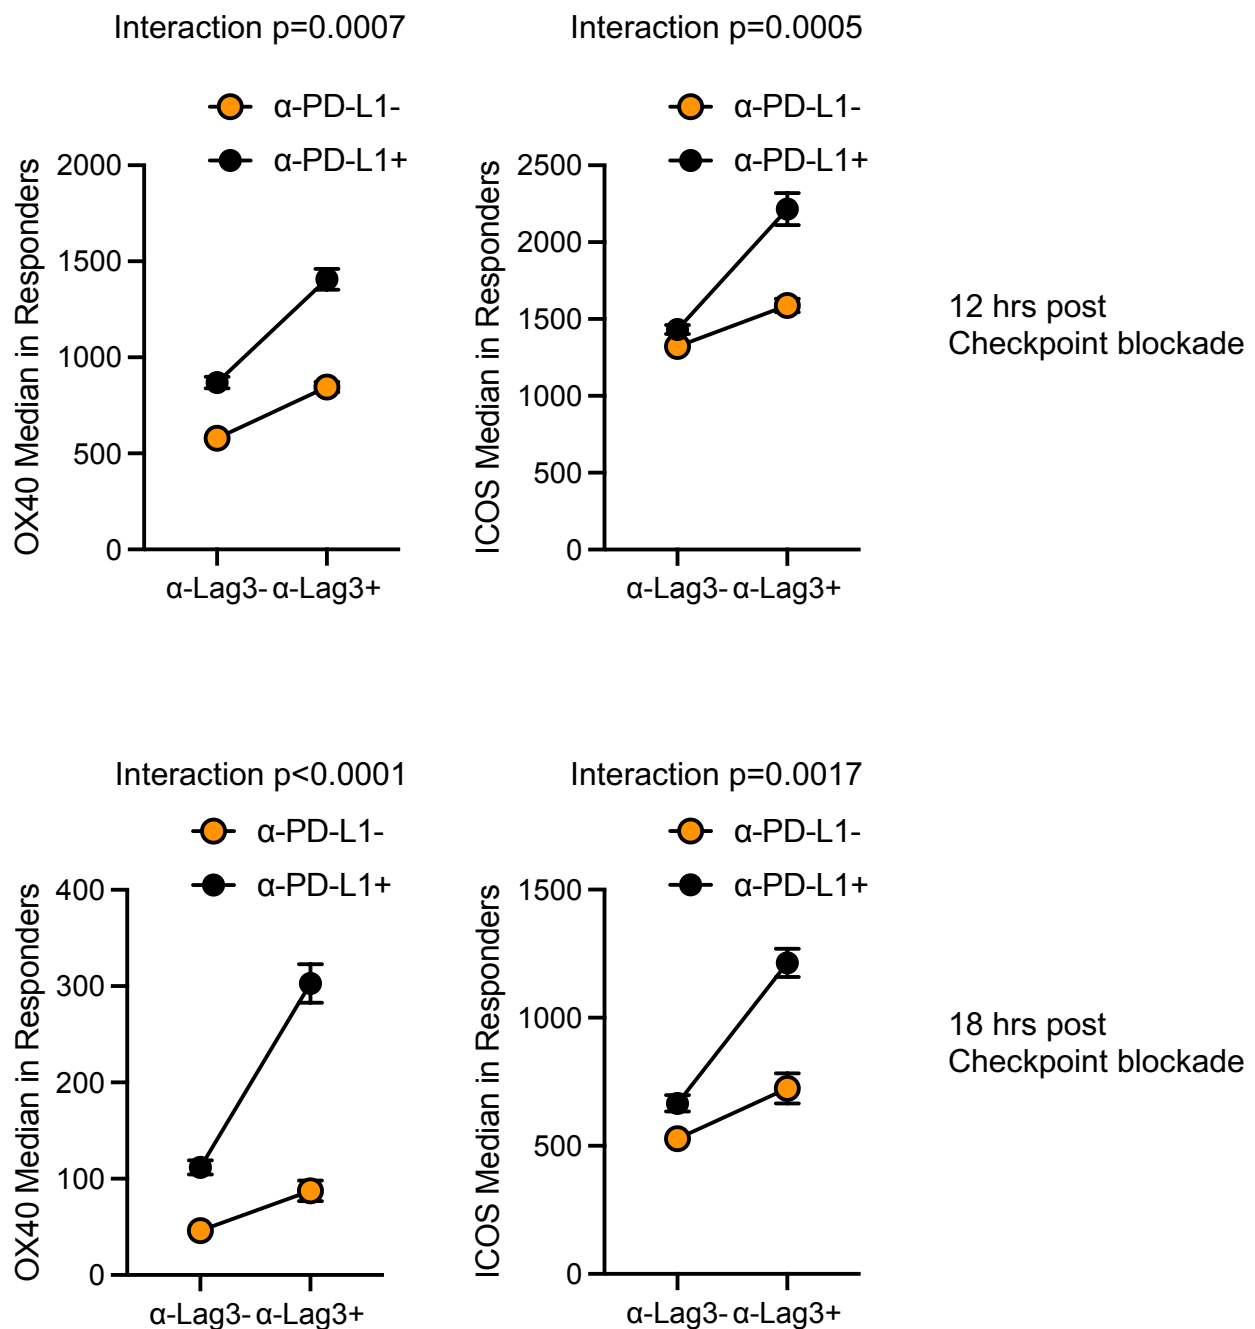

**Supplementary Figure 3. Synergistic upregulation of ICOS and OX40 in response to Lag3 and PD-L1 co-blockade (related to Figure 1)**

Data from Figure 1I and 1J for the compound surface TCR.strong measurement were split and displayed as the individual components OX40 and ICOS. Top details 12 hr time point, bottom 18 hrs. Bars represent mean ± SEM, statistical analysis by two-way Anova.

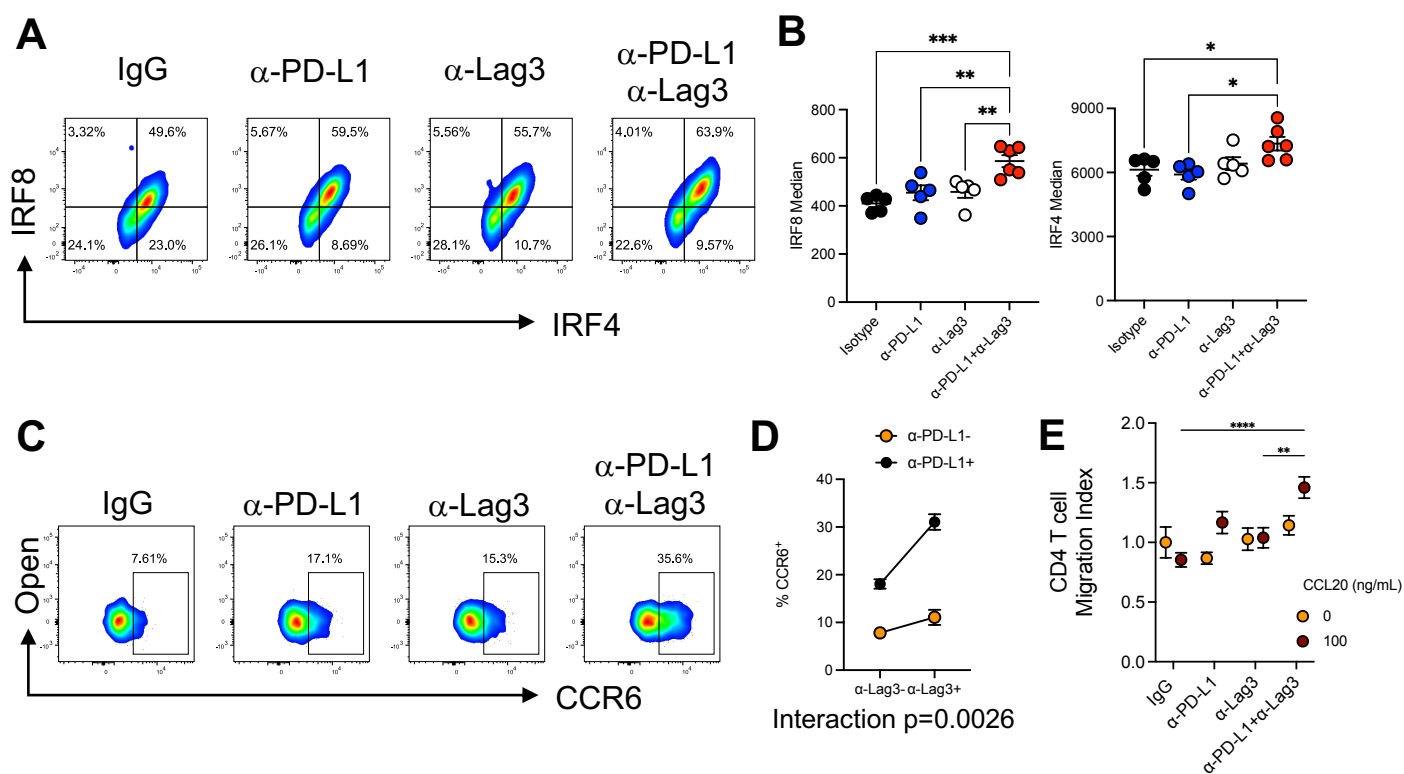

**Supplementary Figure 4. Validation of RNA-seq analysis at protein level (related to Figure 2)**

Tg4 *Nr4a3*-Tocky *Il10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP. 24 h later mice were randomized to receive either 0.5 mg isotype pool (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3, or anti-PD-L1 or a combination therapy 30 min prior to re-challenge with 0.4 mg/kg [4Y]-MBP peptide. 12 h later mice were euthanised and splenic responses were analysed by flow cytometry. **(A)** Flow cytometry plots showing expression of IRF8 and IRF4 in total CD4<sup>+</sup> T cells and **(B)** summary data showing median expression levels of IRF8 and IRF4. **(C)** Flow cytometry plots showing CCR6 expression (gated on responder T cells) and **(D)** Two-way anova to test the interaction for the treatments in driving expression of CCR6. **(A)-(D)** Isotype (n=5), anti-Lag3 (n=5), or anti-PD1 (n=5) or CB treatment (n=6). Bars represent mean ± SEM, dots represent individual mice. Statistical analysis by one-way ANOVA with Tukey's multiple comparisons test. **(E)** CD4<sup>+</sup> T cells were FACS purified and cultured in transwells with either 0 or 100 ng/mL of CCL20. 4 hours later the migration index was calculated for the four experimental conditions (Isotype (n=6), anti-Lag3 (n=8), or anti-PD1 (n=8) or CB (n=8), pooled from two independent experiments).

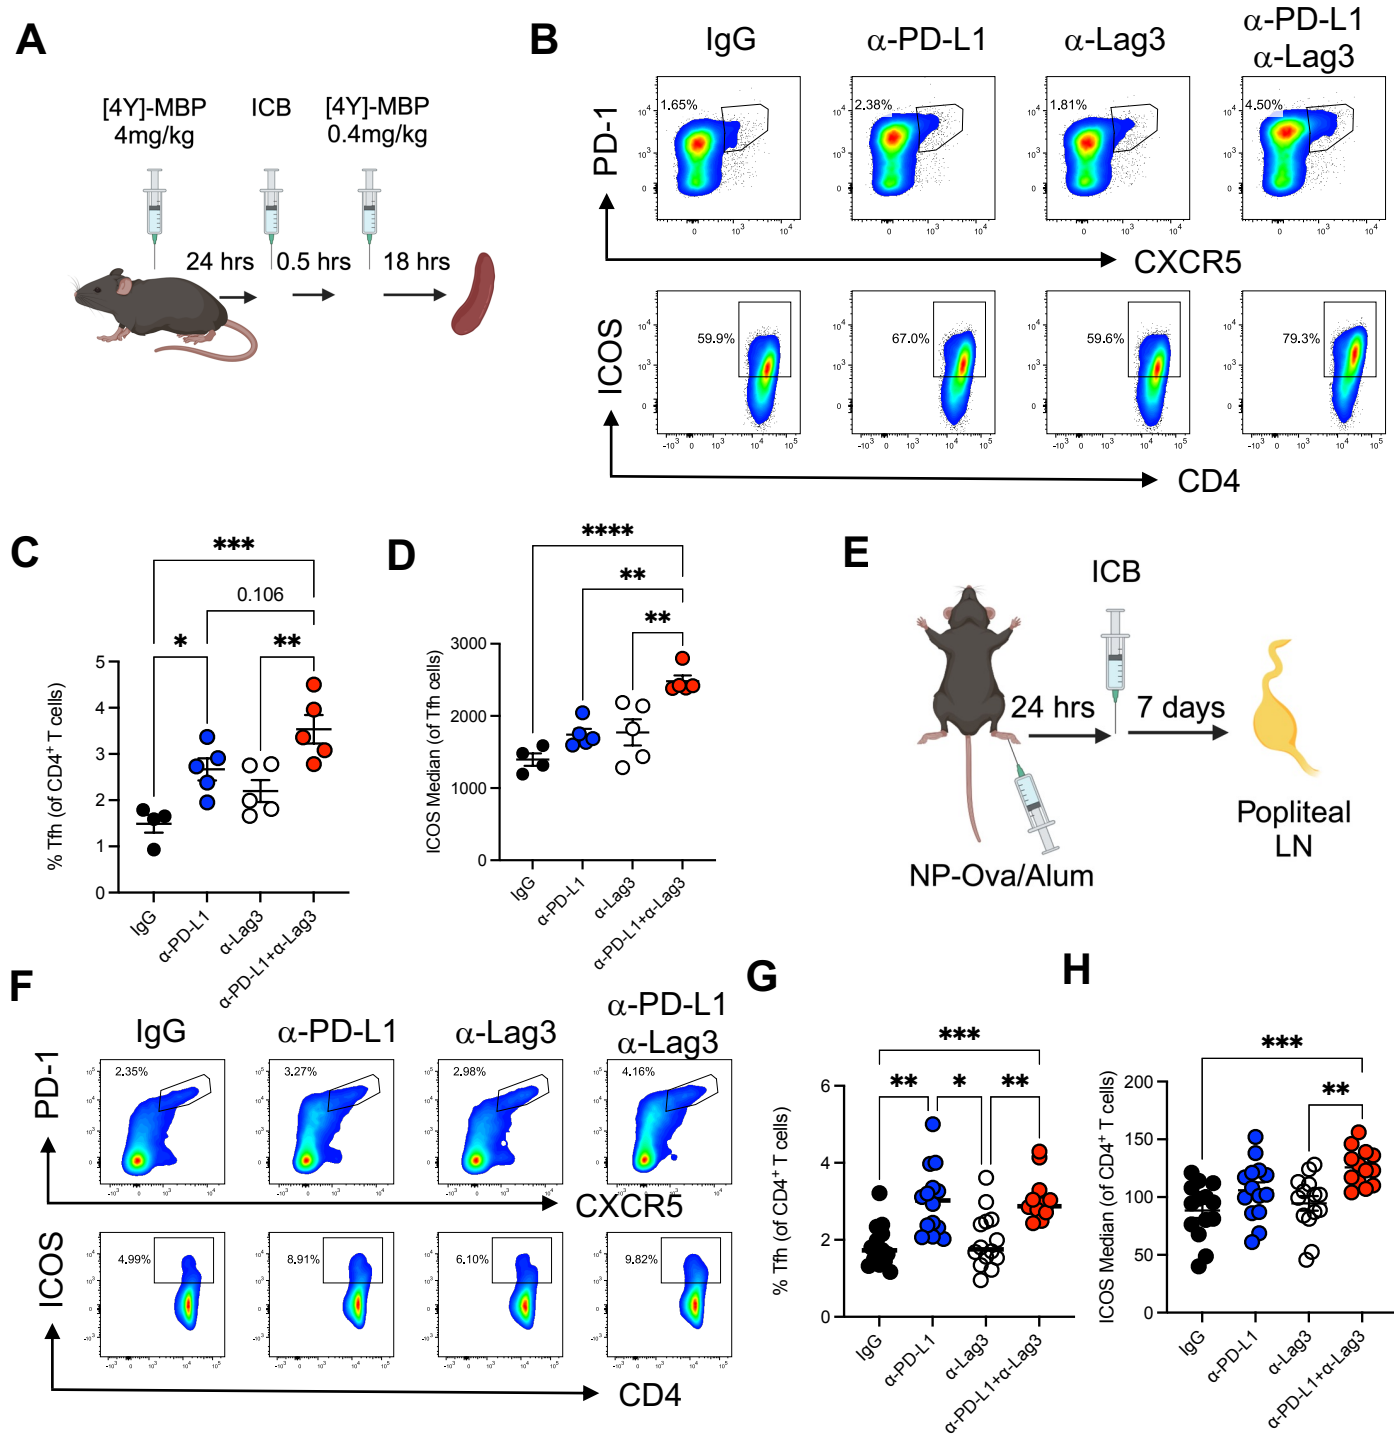

**Supplementary Figure 5: PD-1 and Lag3 blockade enhances ICOS<sup>hi</sup> Tfh cell differentiation (related to Figure 2)**

(A) Experimental setup and interpretation for part (B). Tg4 Nur77-Tempo *II10*-GFP mice were immunized s.c. with 4 mg/kg of [4Y]-MBP. 24 h later mice were randomized to receive either 0.5 mg isotype pool (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3, or anti-PD-L1 or CB 30 min prior to re-challenge with 0.4 mg/kg [4Y]-MBP peptide. 18 h later mice were euthanised and splenic responses were analysed for PD-1, CXCR5 and ICOS expression. (C) Frequency of Tfh cells amongst the CD4<sup>+</sup> T cells, (D) median ICOS expression in Tfh cells. Isotype (n=4), anti-Lag3 (n =5), anti-PD1 (n =5) or CB (n=5). (E) Experimental setup and interpretation for part (F-H). (F) Mice were immunized with 20 µg NP-OVA/ alum in a total volume of 20 µl subcutaneously into the left foot pad. 24 h later mice were injected randomly either with 0.5 mg isotype pool (1:1 ratio of rat IgG1 and rat IgG2a), anti-Lag3, or anti-PD-L1 or combination treatment. At day 8 post immunization mice were sacrificed and popliteal lymph nodes were harvested for analysis by flow cytometry. Flow cytometry plots showing expression of PD-1 versus CXCR5 or CD4 versus ICOS in live CD4<sup>+</sup> T cells. (G-H) summary data detailing the percentage of Tfh cells (G), ICOS median in CD4<sup>+</sup> T cells (H). Isotype (n=14), anti-Lag3 (n = 14), anti-PD1 (n =14) or combination therapy (n=13), data are pooled from two independent experiments. Bars represent mean ± SEM (C, D and H) or median (G), dots represent individual mice. Statistical analysis by one-way ANOVA with Tukey's multiple comparisons test (C, D, H) or Kruskal Wallis test with Dunn's multiple comparisons test (G).

How the deposited data were processed for this re-analysis (not part of the article)

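Messenger RNA of sorted splenic CD4+Nr4a3-Blue+Nr4a3-Red+ T cells was sequenced from 12 mice, 3 each in the isotype, anti-PD-L1, anti-Lag3 and CB groups. The authors trimmed the reads with Cutadapt, mapped them with STAR to GRCm38 and counted uniquely mapped reads on genes with FeatureCounts; the annotation release is not stated. The deposited count table holds these raw counts without normalization, for 56691 mouse genes and 114 spike-in transcripts, and its values are whole numbers with a different total in each sample. The authors also deposited rlog values, which are log2 values that DESeq2 makes from counts divided by size factors and shrinks where counts are low. The rlog table holds 10492 genes and spike-ins, which are those with a mean count of at least 30 over the 12 samples. The methods describe the filter as fewer than 30 reads across all samples, and at least 30 reads in sum is the filter used for the tests here. All columns of both tables were used, so the number of unused columns of samples is 0.

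Gene symbols and coordinates were taken from GENCODE for GRCm38, which holds 52073 of the 56691 genes; the other 4618 are named by their identifier or by the symbol that Supplementary Table 1 gives them. Total counts on genes were between 16449370 and 22151025 per sample (median 19176439).

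Differential expression was computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3: TMM normalization, 1 fit of the 4 group means to all 12 samples without covariates, quasi-likelihood tests and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05 on the adjusted p. Fold changes carry edgeR's prior count of 0.125. The 6 comparisons were CB against each of the other 3 groups, each single antibody against isotype, and the interaction, which is CB minus both single antibodies plus isotype. Sets of genes were tested with fry, with Benjamini-Hochberg adjustment over 13 lists, and with camera as an alternative. These lists are the 5 T helper sets of Fig. 2F, the NFAT-dependent genes that the paper names, and glycolysis, ribosome biogenesis, cytosolic ribosomal proteins, proteasome, S phase, G2/M and interferon-stimulated genes. A further 8 lists of markers (B cell, erythroid, myeloid, CD8 T cell, NK cell and platelet markers, and X-inactivation and Y-linked genes) served as checks of the samples. Principal components were computed from the 500 rlog values of largest variance, centred and not scaled.

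The genes named in the text are those that the paper names in its sequencing results and figure labels, and the 5 with the largest and the 5 with the smallest log2 fold change among the genes called between CB and isotype whose samples did not overlap. Members of the lists are named where their list is reported. Some of these genes, and 2 of the T helper sets, are not reported here. The lists, this rule, the tests and the alternatives were set before the data were examined, except for the 5 alternatives and the tests of explanations named as later ones in the closing section, and for details of DESeq2 settled after the data were seen. The s value planned was not specified further, and the one for a wrong sign was used; the one for a small change or a wrong sign would give 100 higher and 85 lower genes between CB and isotype. DESeq2's model was first coded as group means and then with isotype as the reference, in a search for the criteria behind Supplementary Table 1; with the former the test with the s value gives 104 higher and 95 lower genes, and the counts of the tests without it are the same. Where all samples of a group had at most 3 reads, a bound was computed against 3 reads in place of a fold change.

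The alternatives set before the data were examined were: edgeR's test against a log2 fold change of 0.2, DESeq2 1.42.0 with Wald tests against 0 and against 0.2, the latter also with an ashr 2.2.63 s value under 0.005, DESeq2's size factors in edgeR, no filter on low counts, filterByExpr, the replicate number as a block, only the groups compared in the fit, and each sample left out in turn. For the components they were all rlog values, 1000 rlog values, log2 CPM with a prior count of 2, and a block. The fits were tested on simulated data with 200 changed genes among 15131: edgeR recovered 61% of them with the right direction and 78.4% of those changed by 4-fold, and called 13 unchanged genes. The simulated change was present as an interaction too, and 44% of the changed genes were recovered in that test. In simulated lists from 15138 genes, fry and camera each called 10 of 10 raised lists and 0 of 10 unchanged ones. Genes were drawn independently there and every gene of a raised list was changed. The simulated lists therefore do not show how often lists of correlated genes are falsely called.

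The closeness of samples in a group was checked for duplicated libraries, and none was found. The lists of NFAT-dependent and ERK-dependent genes behind the paper's GSEA and the human data were not analysed here.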

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

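The lists, the comparisons and the splits of the 6 samples of a comparison were set before the data were examined. Every other test of an explanation in this part, the splits into 3 and 9 included, was chosen only after the result was seen.

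The paper's text does not discuss interferon-stimulated genes, of which its Supplementary Table 1 lists *Gbp5*, *Iigp1*, *Gbp2*, *Isg15*, *Bst2* and *Igtp*. Of 31 such genes 25 were higher in CB than isotype, with a median log2 fold change of 0.64 (fry, adjusted p = 0.00261 over 13 lists; 2.95e-10 to 0.0232 over all alternatives), and the list's mean was higher in 3 of 3 CB samples than in any isotype sample. *Bst2*, *Gbp2*, *Gbp5*, *Ifi47*, *Igtp*, *Iigp1* and *Isg15* were called. Both single antibodies shared the rise: their mean was above isotype by a median of 0.45 (adjusted p = 0.0105), and CB was above that mean by 0.0781 (adjusted p = 0.241). After a correction for GC content, length and level the median was 0.67, above 100% of 10000 random lists, which argues against these as the cause. With Y-linked transcripts as a term it was 0.45 (adjusted p = 0.00215), so an unequal sex of the mice does not account for all of it. Myeloid markers changed by -0.31 and summed to 62.2 CPM in CB, while the listed genes summed to 2452 CPM in CB and 2021 in isotype, which argues against RNA of myeloid cells. At the same library sizes the cytosolic ribosomal proteins changed by 0.0403. In the list's mean all 9 mice with an antibody lay above the 3 isotype mice, and 1 of the 220 splits of the 12 samples into 3 and 9, the real one, differed as much (two-sided exact permutation test, p = 0.00455), which argues against isotype samples that were low by chance. An effect of the antibodies and another property shared by the 3 isotype samples cannot be told apart, because all groups with an antibody are compared with the same isotype samples, and the rise may reflect either.

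The paper's text does not discuss proteasome genes. Of 37 such genes 31 were higher in CB than isotype, with a median log2 fold change of 0.18 (fry, adjusted p = 0.00148; 3.55e-07 to 0.0354 over all alternatives), and 8 were called (10 when adjusted over the list alone). The list's mean was higher in 3 of 3 CB samples than in any isotype sample. Without the interferon-inducible *Psmb8*, *Psmb9* and *Psmb10* the median of the other 34 was 0.18, and 30 of them were higher, so these subunits do not account for it. With Y-linked transcripts as a term it was 0.17 (adjusted p = 0.00215), which argues against an unequal sex of the mice. After the correction for GC content, length and level it was 0.11, above 92.3% of random lists. Part of the rise may therefore follow these properties of the genes, which cannot be told apart from an effect of CB at this size of change. An effect of CB on these genes stays open as the biological explanation.

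The paper reports *Ccr6* as elevated in anti-PD-L1 treated mice. In anti-PD-L1 against isotype 5 genes were called, all higher: *Ccr6*, *Ly6a*, *Mt1*, *Mt2* and *Ppa1*, of which the last 4 were chosen after their values were seen. As many as 5 calls were given by 1 of the 10 splits of the 6 samples, the real one. Without isotype sample 2 there were 0 calls, and across settings between 0 and 56. Other technical explanations of these 5 genes were not tested.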

How the results depend on the processing

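The alternatives were run for the lists and for the genes that the rule for naming selects, not for genes chosen after their values were seen or named as members of a list outside the paper's. For these the direction of each list reported and of each called gene was kept under every alternative that gave a value. Of the 55 such genes called between CB and isotype, 33 were called in all 12 leave-one-out fits and 27 under all the other alternatives set before the data were examined. For 14 pairs of a low gene and an alternative, DESeq2 gave no adjusted p or the filter removed the gene, and there is no value. The counts of called genes depended on the threshold, the tool and the filter; the cause was not tested except where the alternative asks for a larger change or leaves out samples.

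With edgeR's test against a log2 fold change of 0.2, the counts of genes were 213 higher in CB than isotype, 151 lower than isotype, 1 higher than anti-PD-L1, 2 lower than anti-PD-L1, 20 higher than anti-Lag3, 19 lower than anti-Lag3, 2 different between anti-PD-L1 and isotype, 1 higher in CB than all 3 groups, 2 lower in CB than all 3 groups and 3 shared with it for anti-PD-L1, and *Ccr6* had position 4. With DESeq2's Wald test against 0.2, the counts of genes were 126 higher in CB than isotype, 107 lower than isotype, 12 higher than anti-PD-L1, 6 lower than anti-PD-L1, 20 higher than anti-Lag3, 21 lower than anti-Lag3, 11 different between anti-PD-L1 and isotype, 2 different between anti-Lag3 and isotype, 2 with an interaction, 2 higher in CB than all 3 groups, 4 lower in CB than all 3 groups, 192 shared with Supplementary Table 1 for isotype, 6 shared with it for anti-PD-L1 and 32 shared with it for anti-Lag3, and *Ccr6* had position 19. With the ashr s value in addition, the counts of genes were 103 higher in CB than isotype, 95 lower than isotype, 6 higher than anti-PD-L1, 4 lower than anti-PD-L1, 19 higher than anti-Lag3, 16 lower than anti-Lag3, 2 higher in CB than all 3 groups, 2 lower in CB than all 3 groups, 192 shared with Supplementary Table 1 for isotype, 6 shared with it for anti-PD-L1 and 32 shared with it for anti-Lag3, and *Ccr6* had position 1. With DESeq2's Wald test against 0, the counts of genes were 455 lower than isotype, 87 higher than anti-PD-L1, 91 lower than anti-PD-L1, 145 higher than anti-Lag3, 135 lower than anti-Lag3, 56 different between anti-PD-L1 and isotype, 9 different between anti-Lag3 and isotype, 5 with an interaction, 45 higher in CB than all 3 groups and 49 lower in CB than all 3 groups, and *Ccr6* had position 1. With no filter on low counts, the counts of genes were 83 higher than anti-PD-L1, 67 lower than anti-PD-L1, 129 higher than anti-Lag3, 123 lower than anti-Lag3, 40 different between anti-PD-L1 and isotype, 14 different between anti-Lag3 and isotype, 10 with an interaction, 47 higher in CB than all 3 groups and 39 lower in CB than all 3 groups, and *Ccr6* had position 9. With only the groups compared in the fit, the counts of genes were 13 higher than anti-PD-L1, 8 lower than anti-PD-L1, 11 higher in CB than all 3 groups and 13 shared with it for anti-PD-L1. With DESeq2's size factors in edgeR and with filterByExpr, no count moved by over 1.5 times.

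Leaving out 1 sample in turn, the counts ranged as follows: 225 to 383 higher in CB than isotype; 170 to 333 lower than isotype; 2 to 30 higher than anti-PD-L1; 2 to 29 lower than anti-PD-L1; 22 to 77 higher than anti-Lag3; 18 to 58 lower than anti-Lag3; 0 to 11 different between anti-PD-L1 and isotype; 0 to 1 different between anti-Lag3 and isotype; 0 to 2 with an interaction; 1 to 24 higher in CB than all 3 groups; 2 to 15 lower in CB than all 3 groups; 4 to 20 shared with it for anti-PD-L1. *Ccr6* had position 2 to 9. The lowest counts came without isotype sample 1 or CB sample 3 for genes higher than isotype, without CB sample 3 for genes lower than isotype (170), without anti-PD-L1 sample 2 for genes higher than anti-PD-L1 (2) and without CB sample 3 for genes higher than all 3 groups (1). No gene differed between anti-PD-L1 and isotype without isotype sample 2. The median of the Th2 set ranged from -0.43 to -0.14 and lost significance in 8 of the 12 fits, and that of glycolysis ranged from 0.17 to 0.33 and lost it in 4. The cytosolic ribosomal proteins had 0.02 without CB sample 2, and S phase -0.02 without isotype sample 3 and -0.11 without isotype sample 1. PC1 held 35.3% to 47.5% of the variance and PC2 22.0% to 32.7%.

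With camera in place of fry and an estimated correlation the Th2 set (-0.26) and glycolysis (0.26) were no longer past the threshold (adjusted p = 0.119 and 0.122). Over all alternatives the adjusted p was 0.00939 to 0.165 for Th2 and 6.54e-04 to 0.122 for glycolysis. The other calls made with fry for the lists reported held in both settings of camera. PC1 and PC2 held 25.8% and 14.8% with all rlog values, 15.6% and 11.9% with log2 CPM, and PC2 held 23.0% with 1000 rlog values.

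The samples share numbers across groups. The deviations of samples with the same number from their group means had a median correlation of 0.126 over all rlog values, with 10 of 18 pairs over 0.1, and of 0.437 over the 500 of largest variance, with 14 of 18 over 0.1. Samples with different numbers had medians of -0.0403 and -0.283, with 2 and 12 of 36 pairs over 0.1. Samples with the same number thus deviate together more than others, and all 6 pairs numbered 1 were over 0.1. Over the 500 of largest variance so were all 3 pairs of CB with anti-Lag3 and of CB with anti-PD-L1, but not those of the other groups, and over all rlog values no 2 groups had every pair over 0.1. The numbers are still not taken to pair the samples in the main fit. Not every pair of the 4 groups was over 0.1, and the paper's text does not tie the numbers to the batches of the sort, to which it ascribes PC2. Its methods do describe sorting in batches of 4, with a separate CD4 label for each condition. The numbers may therefore mark such batches, and whether the samples are paired stays open. With the replicate block, the counts of genes were 71 higher than anti-PD-L1, 66 lower than anti-PD-L1, 113 higher than anti-Lag3, 95 lower than anti-Lag3, 23 different between anti-PD-L1 and isotype, 9 different between anti-Lag3 and isotype, 4 with an interaction, 44 higher in CB than all 3 groups and 39 lower in CB than all 3 groups, and *Ccr6* had position 4. The median of the Th2 set was -0.27 in this fit (adjusted p = 0.0954), and it changed no other call of a list reported. With a block on the rlog values PC1 held 60.5% and PC2 9.36%.

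The following 5 alternatives were chosen after seeing the data. With the presence of Y-linked transcripts as a term, the counts of genes were 53 higher than anti-PD-L1, 52 lower than anti-PD-L1, 96 higher than anti-Lag3, 84 lower than anti-Lag3, 9 different between anti-PD-L1 and isotype, 1 with an interaction and 32 lower in CB than all 3 groups, and *Ccr6* had position 5. The Th2 set had a median of -0.28 with this term and was not past the threshold (adjusted p = 0.0788). With DESeq2's Wald test against 0 and the ashr s value for changes over 0.2, on a mean count of at least 30 and with the spike-ins kept, the counts of genes were 189 higher in CB than isotype, 147 lower than isotype, 12 higher than anti-PD-L1, 10 lower than anti-PD-L1, 27 higher than anti-Lag3, 24 lower than anti-Lag3, 3 different between anti-PD-L1 and isotype, 1 with an interaction and 7 higher in CB than all 3 groups, and *Ccr6* had position 1. On genes with a mean count of at least 30 *Ccr6* had position 3, and without the most abundant gene position 7. Without the X-inactivation and Y-linked genes PC1 held 52.4% and PC2 13.5%.

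The log2 fold changes that changed sign belonged to genes that were not called: *Cxcr5* -0.0457 without isotype sample 2, *Cxcr5* -0.0404 without CB sample 3, *Cxcr5* -0.0873 with the Y-linked term, *Tbx21* -0.0208 without CB sample 3, *Cxcr3* -0.00675 without CB sample 2, *Cxcr4* 0.0106 without isotype sample 1, *Cxcr4* 0.0804 without CB sample 1, *Stat6* -0.0415 without isotype sample 2 and *Stat6* -0.0537 without isotype sample 3. Over the 12 fits that left out 1 sample, the ranges were *Cxcr5* -0.0457 to 0.20; *Tbx21* -0.0208 to 0.36; *Cxcr3* -0.00675 to 0.0969; *Cxcr4* -0.31 to 0.0804; *Stat6* -0.0537 to 0.31. Depth limits what can be said of *Il17a* and *Il17f*, whose counts are low. *Foxp3* had 17 to 127 reads per sample and *Lag3* 17 to 229. Whether depth or the spread between mice limits what can be said of these was not tested.

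The real split of the samples gave more called genes than any of the other 9 splits of the same 6 samples between CB and isotype, CB and anti-PD-L1, CB and anti-Lag3, and anti-PD-L1 and isotype, so that 1 of 10 splits was as large in each. The largest other split between CB and anti-PD-L1 gave 3 genes and those of the other 3 comparisons 0. With 10 splits the share cannot go under 0.1. Between anti-Lag3 and isotype no split gave a call (10 of 10), with 788 genes at an unadjusted p under 0.05 in the real one. For the interaction, all 100 random splits gave as many calls as the real one, which gave 0; 9 of them gave any call. For the lists, 1 of 10 splits had as small a p in the Tfh, NFAT, glycolysis, ribosome biogenesis, proteasome, G2/M and interferon-stimulated sets, 2 of 10 splits in Th2, 8 in Treg, 4 in the cytosolic ribosomal proteins and 5 in S phase.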

Differences from the paper's values

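A count is taken to differ where one value is more than 1.5 times the other. Between CB and isotype 353 genes were higher, against the paper's 189, and 296 lower, against the paper's 147. Of the alternatives set before the data were examined, edgeR's test against a log2 fold change of 0.2 (213 and 151) and DESeq2's Wald test against 0.2 (126 and 107) came within 1.5 times of the paper's counts, as did the fits without 1 of 4 samples (225 without isotype sample 1, 254 without isotype sample 2, 239 without CB sample 1 and 225 without CB sample 3 for higher genes and 192 without isotype sample 1, 195 without isotype sample 2, 189 without CB sample 1 and 170 without CB sample 3 for lower genes). The others did not. Between CB and anti-PD-L1 31 genes were higher and 25 lower, against the paper's 10 and 10. DESeq2's Wald test against 0.2 gave 12 higher, and only the groups compared in the fit gave 13 and 8; without 1 sample the count was 11 without CB sample 1 for higher genes and 10 without anti-PD-L1 sample 3 for lower genes. Between CB and anti-Lag3 59 were higher and 46 lower, against the paper's 28 and 24. The 3 tests against 0.2 came within 1.5 times (20 and 19 with edgeR, 20 and 21 with DESeq2, 19 and 16 with the s value), as did 38 without anti-Lag3 sample 1, 29 without anti-Lag3 sample 2, 25 without anti-Lag3 sample 3, 27 without CB sample 1 and 22 without CB sample 3 for higher genes and 35 without anti-Lag3 sample 1, 24 without anti-Lag3 sample 2, 20 without anti-Lag3 sample 3, 18 without CB sample 1 and 22 without CB sample 3 for lower genes. In all 3 comparisons 23 genes were higher in CB, against 7 in the paper's Supplementary Table 1; of the alternatives set before the data were examined, only the fit without CB sample 1 came within 1.5 times, with 8.

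With DESeq2's Wald test against 0 and an ashr s value under 0.005 for changes over 0.2, on genes with a mean count of at least 30 and with the spike-ins kept, 189 genes were higher and 147 lower between CB and isotype. The counts were 12 and 10 against anti-PD-L1, 27 and 24 against anti-Lag3, and 7 higher in all 3. This setting was chosen after seeing the values, because it gave the genes of Supplementary Table 1. It is 1 of 6 readings of the methods that were tried, which called between 241 and 336 genes between CB and isotype. Between CB and isotype it called the same 336 genes, against anti-PD-L1 all 20 of the paper's genes and against anti-Lag3 51 of its 52.

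The log2 fold changes of Supplementary Table 1 are shrunken with ashr and those here are not. With a difference beyond the larger standard error, *Il21* had 2.16 against the paper's 1.40, *Hk2* 1.08 against the paper's 0.83, *Tent5c* 0.95 against the paper's 0.68 and *Sit1* -0.97 against the paper's -0.70. Of the alternatives set before the data were examined, the test against 0.2 with ashr brought all 4 within the larger standard error (1.25, 0.79, 0.64 and -0.65). Some fits without 1 sample also did. For *Il21* this was 1.81 without isotype sample 2. For *Hk2* it was 1.04 without isotype sample 1, 0.94 without isotype sample 3 and 1.00 without CB sample 3. For *Tent5c* it was 0.77 without isotype sample 1, 0.90 without isotype sample 2, 0.92 without CB sample 1 and 0.90 without CB sample 3. For *Sit1* it was -0.93 without isotype sample 1, -0.95 without isotype sample 2, -0.98 without CB sample 1 and -0.78 without CB sample 3. The other alternatives did not. The -0.98 of *Sit1* lies further from the paper's value than the -0.97 here, so that fit did not narrow the difference. The setting chosen after seeing the values gave 1.40, 0.83, 0.68 and -0.70.

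The paper gives *Ccr6* the highest fold change among the differentially expressed genes, and here it had position 6. It had position 1 with DESeq2's Wald test against 0, with the test against 0.2 with ashr, and with the setting chosen after seeing the values. The paper states that *Il17a* and *Il17f* transcripts were not detected, and here they had 74 and 23 reads over the 12 samples. The paper describes Treg-associated transcripts as less pronounced after CB. Here *Foxp3* changed by -1.40 on the log2 scale and *Il10* and *Ctla4* were higher by 0.49 and 0.30, none of them past the threshold.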

Other observations

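The lists were set before the data were examined, and every test of an explanation in this part was chosen only after the result was seen, with the rotation test added after the simulations.

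Among the 649 genes called between CB and isotype, the median change with anti-PD-L1 alone in the direction of CB was 0.31 and with anti-Lag3 alone 0.24, above every one of the 40 simulations in which the antibodies share only the isotype samples. The changes with the 2 antibodies had a correlation across these genes of 0.949, against 0.436 to 0.779 in the simulations; genes are not independent replicates. The median interaction in the direction of CB was 0.12 (0.09 to 0.16 with 1 sample left out), above the -0.03 to 0.02 of 40 simulations with additive effects. All the simulations draw genes independently, so they lack deviations of the isotype samples that many genes share. The changes with single antibodies over these genes had no further test. For the interaction, a rotation test that keeps the correlation between genes gave p = 0.197. On the log2 scale, a change in CB beyond the sum of the single antibodies can therefore not be told apart from additive effects. This holds for the main fit, which has no block for the sample numbers.

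Of 22 G2/M genes 21 were lower in CB than isotype, with a median log2 fold change of -0.28 (fry, adjusted p = 0.00435; 4.71e-10 to 0.0431 over all alternatives), and 6 were called (9 when adjusted over the list alone), while 18 S phase genes had a median of -0.07 (adjusted p = 0.489). After a correction for GC content, length and level the G2/M median was -0.31, and with Y-linked transcripts as a term -0.23 (adjusted p = 3.00e-04), which argue against both as the whole cause. A lower share of dividing cells among CB responders may be an explanation and was not tested.

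Transcripts of the Y chromosome were present in isotype samples 1 and 2 and in sample 1 of the other 3 groups, with a mean of 23.0 to 37.8 CPM over 4 genes, and at most 0.245 CPM in the other 7 samples, which had 233 to 511 CPM of *Xist*. The isotype group thus holds 2 samples with Y-linked transcripts and each other group 1. A term for their presence called 10 genes higher and 14 lower, of which 10 lie on X or Y. *Xist* had the largest loading on PC2 and also on PC1 (0.722 and 0.154). Without the X-inactivation and Y-linked genes PC1 held 52.4% of the variance, and the isotype group lay between -5.05 and -3.67 on it and the CB group between 3.92 and 6.37, so these genes do not account for the separation of the groups on PC1. PC2 then held 13.5% of the variance, and the 4 samples numbered 1 still lay below the others. With all genes, the 3 largest loadings on PC2 were those of *Xist* and the Y-linked *Ddx3y* (-0.303) and *Eif2s3y* (-0.141), which argues against a batch alone as the cause. Because 4 of the 5 samples with Y-linked transcripts have the number 1, the sex of the mice and a batch of the sort cannot be told apart for the rest of PC2.

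Isotype sample 2 had Y-linked transcripts and also 179 reads of *Xist*, 10.9 CPM (95% Poisson limits 9.35 to 12.6), which is 3.34% of the mean of the samples without Y-linked transcripts. The other 4 samples with Y-linked transcripts had at most 2 reads, which argues against reads exchanged between pooled libraries as the cause, since all were pooled. A few cells of another mouse in the multiplexed sort may have been included; *Xist* alone cannot decide this.

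*Tg* had a log2 fold change between CB and isotype of 2.21 and was chosen after its value was seen. *Sla*, which overlaps it on the opposite strand, changed by 0.13, which argues against reads of *Sla* as the cause. No biological explanation was tested. The 5 called genes with the smallest fold changes between CB and isotype, *Entpd1*, *Chrne*, *Gm49706*, *Gm13840* and *Art4*, had at most 3 reads in every CB sample. Against 3 reads per CB sample, the mean of the isotype group was 17.0-fold, 14.4-fold, 11.5-fold, 7.21-fold and 13.3-fold higher. The spread between isotype mice is left out of these values. These calls depended on single samples: they were made in 5, 3, 3, 8 and 0 of the 12 fits that left out 1 sample.

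Markers of other cells had mean levels of 24.1 to 37.0 CPM for B cells, 30.4 to 95.2 for erythroid cells, 5.45 to 9.90 for myeloid cells, 12.1 to 24.0 for CD8 T cells, 4.54 to 9.32 for NK cells and at most 0.815 for platelets, against 155 to 257 CPM of *Cd3e*. Between CB and isotype none of these lists was past the threshold (fry, smallest adjusted p = 0.0901 over 6 lists). Before adjustment the erythroid and CD8 T cell lists were under 0.05. All 5 erythroid genes were lower in CB, with a median log2 fold change of -0.99, and 2 of them and 1 NK cell gene were called.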
